# Time-Dependent Changes in Microglia Transcriptional Networks Following Traumatic Brain Injury

**DOI:** 10.3389/fncel.2019.00307

**Published:** 2019-08-08

**Authors:** Saef Izzy, Qiong Liu, Zhou Fang, Sevda Lule, Limin Wu, Joon Yong Chung, Aliyah Sarro-Schwartz, Alexander Brown-Whalen, Caroline Perner, Suzanne E. Hickman, David L. Kaplan, Nikolaos A. Patsopoulos, Joseph El Khoury, Michael J. Whalen

**Keywords:** traumatic brain injury, microglia, transcriptome, neurodegeneration, mice, neuroimmunology, neuroinflammation

## Abstract

The neuroinflammatory response to traumatic brain injury (TBI) is critical to both neurotoxicity and neuroprotection, and has been proposed as a potentially modifiable driver of secondary injury in animal and human studies. Attempts to broadly target immune activation have been unsuccessful in improving outcomes, in part because the precise cellular and molecular mechanisms driving injury and outcome at acute, subacute, and chronic time points after TBI remain poorly defined. Microglia play a critical role in neuroinflammation and their persistent activation may contribute to long-term functional deficits. Activated microglia are characterized by morphological transformation and transcriptomic changes associated with specific inflammatory states. We analyzed the temporal course of changes in inflammatory genes of microglia isolated from injured brains at 2, 14, and 60 days after controlled cortical impact (CCI) in mice, a well-established model of focal cerebral contusion. We identified a time dependent, injury-associated change in the microglial gene expression profile toward a reduced ability to sense tissue damage, perform housekeeping, and maintain homeostasis in the early stages following CCI, with recovery and transition to a specialized inflammatory state over time. This later state starts at 14 days post-injury and is characterized by a biphasic pattern of IFNγ, IL-4, and IL-10 gene expression changes, with concurrent proinflammatory and anti-inflammatory gene changes. Our transcriptomic data sets are an important step to understand microglial role in TBI pathogenesis at the molecular level and identify common pathways that affect outcome. More studies to evaluate gene expression at the single cell level and focusing on subacute and chronic timepoint are warranted.

## Introduction

Traumatic brain injury (TBI) is a leading cause of mortality, morbidity, and disability in children and adults, with an economic burden of over $60 billion per year in the United States (Langlois et al., 2006; McKinlay et al., 2008). No specific therapy is proven to reduce long-term cognitive sequelae of TBI and only limited options exist for rehabilitation (Gordon et al., 2006; McCrory et al., 2009; Helmick and Members of Consensus Conference, 2010), in part because mechanisms driving injury and outcome remain poorly defined. One mechanism thought to be important in long-term outcome after TBI is neuroinflammation (Ramlackhansingh et al., 2011; Loane et al., 2014; Jassam et al., 2017; Simon et al., 2017a). TBI activates resident microglia, induces cytokines production in the brain, and causes influx of peripheral immune cells, followed by a chronic activation of resident microglia and astrocytes (Das et al., 2012; Sofroniew, 2015; Simon et al., 2017a). Neuroinflammation can participate in repair mechanisms and has also been proposed as a potentially modifiable driver of secondary injury in animal and human studies (Jassam et al., 2017; Simon et al., 2017b). However, the precise cellular and molecular mechanisms of neuroinflammation leading to neurological deficits at acute, subacute, and chronic time points after TBI remain to be defined (Jassam et al., 2017; Simon et al., 2017a).

Microglia are macrophage-like cells that reside in the central nervous system (CNS) and play a critical role in neuroinflammation (Ransohoff and El Khoury, 2015; Hickman et al., 2018). They are among the first responders to brain injury and their persistent activation in TBI animal models and in humans with TBI may contribute to long-term functional deficits (Gentleman et al., 2004; Coughlin et al., 2015; Witcher et al., 2015; Muccigrosso et al., 2016; Jassam et al., 2017). Activated microglia may be characterized based on morphological transformation from ramified (resting state) to amoeboid (activated state) (Donat et al., 2017; Hickman et al., 2018). Alternatively, transcriptomics can be used to describe specific inflammatory states (Hickman et al., 2018). Transcriptomic analyses of microglia in aged mice and human macrophages showed that these cell types undergo disease and stimulus-specific gene expression changes (Hickman et al., 2013; Xue et al., 2014). Our understanding of microglia-specific gene functions, pathways, and networks in Alzheimer disease (AD), amyotrophic lateral sclerosis, and other neurodegenerative diseases has been rapidly evolving and now offers a road map to study gene expression in other complex diseases like TBI (Chiu et al., 2013; Hickman et al., 2013, 2018).

Despite the evidence for a significant role for microglia in the pathogenesis of TBI, few studies to date have examined microglia-specific gene expression as a function of time in a preclinical TBI model. Almost all prior studies in preclinical TBI models used whole brain tissue to infer inflammatory responses to injury of microglia and other brain cell types (Kobori et al., 2002; Matzilevich et al., 2002; Almeida-Suhett et al., 2014; Lipponen et al., 2016); however, this approach does not necessarily reflect microglia-specific gene expression changes (Hickman et al., 2013). Moreover, most of these prior studies were limited to acute post-injury time points (Redell et al., 2013; Samal et al., 2015; White et al., 2016; Wong et al., 2016). A recent single-cell RNA sequencing study of cells isolated by fluorescence activated cell sorting (FACS) from mouse TBI brain samples at 24 h after fluid percussion injury provided unique information, based on only 249 cells from sham and 293 cells from injured animals, about how TBI impacts diverse gene expression changes in hippocampal cell types (Arneson et al., 2018). However, to our knowledge, no study has characterized temporal expression patterns, including the chronic period, of microglia-specific inflammatory gene expression in a preclinical TBI model.

Here, we analyzed the temporal course of changes in inflammatory gene transcription of microglia isolated from injured brain by FACS up to 60 days after controlled cortical impact (CCI) in mice, a well-established model of focal cerebral contusion (Jassam et al., 2017), using the Nanostring gene expression analysis platform. We identified a time-dependent, injury-associated change in the microglial phenotype toward a reduced ability to sense tissue damage, perform housekeeping, and maintain homeostasis in the early stages following CCI, with recovery and transition to a pro-inflammatory state over time.

## Materials And Methods

### Experimental Animals

Studies were performed using 3-month-old male C57BL6J mice (Stock #000664, Jackson Laboratories, Bar Harbor, ME, United States). All procedures were performed in accordance with the NIH Guide for Care and Use of Laboratory Animals and followed protocols approved by the MGH Institutional Animal Care and Use Committee. Mice had access to food and water *ad libitum* and were housed on a 12-h day–night cycle in laminar flow racks in a temperature-controlled room (25°C). Investigators were blinded to study groups in all experiments. Mice were randomized to sham and injured at 2 days post-injury (dpi). Shams and CCI mice were housed in the same cage. Subsequent groups were injured at 14 and 60 dpi without any specific randomization scheme since the mice were genetically identical and compared to 2 day shams.

### Controlled Cortical Impact (CCI)

A CCI model was used as previously described (Bermpohl et al., 2007). Mice were anesthetized with 4.5% isoflurane (Anaquest) in 70% nitrous oxide and 30% oxygen using a Fluotec 3 vaporizer (Colonial Medical). The mice were placed in a stereotaxic frame and a 5-mm craniotomy was made over the parieto-temporal cortex using a drill and a trephine. The bone flap was removed and discarded, and a pneumatic cylinder with a 3-mm flat tip impounder with velocity 6 m/s, depth 0.6 mm, and duration 100 ms was used to induce CCI. The scalp was sutured closed and the mice were returned to their cages to recover.

### Preparation of Brain Tissue for CD11b Immunohistochemistry

The mice were anesthetized with avertin and transcardially perfused with PBS. The brains were extracted and postfixed in 4% paraformaldehyde overnight, cryoprotected in 15% followed by 30% sucrose overnight, frozen at −80°C, prior to making coronal sections (12 μm) on poly-L-lysine-coated slide (Thermo Fisher Scientific) using the cryostat. The brains were cut at 0.5 mm intervals from the anterior to the posterior of the brain, starting at 1.56 mm from the bregma position.

### CD11b Immunohistochemistry

Brain sections were washed twice with Dulbecco’s phosphate-buffered saline (DPBS) (without calcium and magnesium) before undergoing fixation with 95% ethanol (pre-cooled to 4°C) for 10 min. Antigen retrieval was performed with a 15-min incubation of pre-warmed (37°C) trypsin (0.25%) before blocking endogenous peroxidase activity with a 5-min incubation of 0.3% hydrogen peroxide and 0.3% normal rabbit serum in DPBS. Sections were blocked in DPBS with 1.5% normal rabbit serum for 20 min before primary antibody incubation with 1:100 CD11B (Serotec MCA711G; Serotec, Oxford, United Kingdom) in DPBS with 2.5% normal rabbit serum. The primary antibody was visualized with the avidin–biotin horseradish peroxidase technique in accordance with manufacturer’s instructions [Vector Laboratories, Vectastain Elite Kit PK6104, NovaRED Peroxidase (HRP) Substrate Kit SK-4800, Burlingame, CA, United States]. Sections were then counterstained with hematoxylin in accordance with the manufacturer’s instructions (Vector Laboratories, H-3401, Burlingame, CA, United States), and mounted with Vectamount Permanent Mounting Medium (Vector Laboratories, H-5000, Burlingame, CA, United States). Brightfield images were subsequently obtained using a Zeiss Axio Scan.Z1 slide scanner with the ZenBlue software (Carl Zeiss, Jena, Germany).

### CD11b+ Surface Area Quantification

The presence of microglia was determined by quantifying CD11B+ cell surface area in the cortex of coronal brain sections stained slides. Analysis of percent microglia-positive surface area was performed on 10 photomicrographs per animal (*n* = 3 mice for each time point). Each scanned photomicrograph was used to produce four images: two from the ipsilateral hemisphere and two from the contralateral hemisphere. Within the ipsilateral hemisphere, one image was taken in the cortex, peripheral to the site of injury, while one image was taken far from the site of injury. The two contralateral hemisphere images mirrored the locations of the ipsilateral images. Together, these images were taken as representative of each hemisphere (Figure 1E). Each of the four images was analyzed using ImageJ software (National Institute of Health^1^). Images were split by color channel, and the channel of interest was thresholded using the Yen setting. ImageJ was used to analyze the percent of surface area occupied by CD11B+ cells in each image. CD11b quantification data are shown as mean ± SEM and analyzed using R studio with statistical significance assigned when *p* < 0.05. Differences in CD11b surface area between 2 and 14 dpi vs. sham were analyzed using a one-way analysis of variance (ANOVA) followed by a Tukey’s honest significant difference test.

**FIGURE 1:**
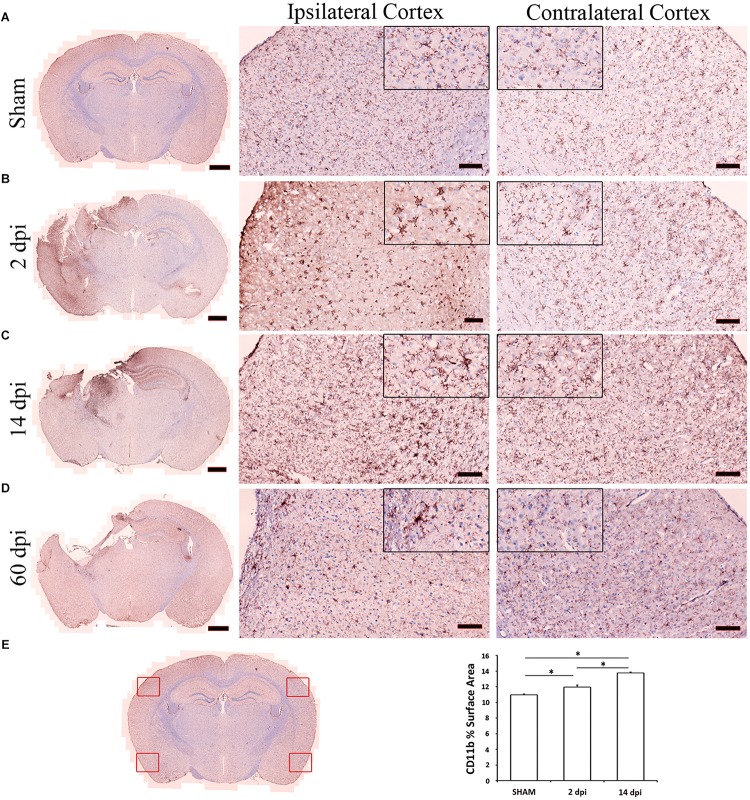
Microglia activation after controlled cortical impact (CCI). Microglia were labeled with anti-CD11b antibody. This figure shows representative photomicrographs of cortical microglia taken from contralateral and ipsilateral hemispheres from sham **(A)**, 2 **(B)**, 14 **(C)**, 60 **(D)** days post-injury (dpi). The left column illustrates the distribution of microglia activation at low magnification. Compared to the uninjured sham **(A)**, increased CD11b staining is observed across the cortex at 2 **(B)** and 14 dpi **(C)**. Highly ramified microglia with spherical cell bodies in sham animals become less ramified with swollen or stretched cell bodies by 2 and 14 dpi (see magnified 20 μm corner views). Images are representative of three animals per time point. Scale bars are 1 mm, 100 μm, and 20 μm for photomicrographs on increasing magnification. **(E)** Scanned photomicrograph was used to produce four images as representative of each hemisphere and two from the contralateral hemisphere. CD11b surface area was analyzed using ImageJ software and quantification data are shown as mean ± SEM differences in CD11b surface area between region and time post-injury. Compared to the uninjured sham, there is significant increase in CD11b surface area across the cortex at 2 (*p* = 0.0006) and 14 dpi (*p*< 2*e*–16).

### Isolation of Brain Microglia by Fluorescence Activated Cell Sorting (FACS)

Microglia were isolated by FACS as previously described (Hickman et al., 2013). The mice were anesthetized with avertin and transcardially perfused with PBS. The brains were extracted and placed in PBS on ice. The brains were dissociated using collagenase and dispase and gentleMACS dissociator (Miltenyi Biotech). The cells were separated using physiologic Percoll and were blocked with donkey serum and fetal bovine serum and incubated with APC anti-mouse CD11b and PerCP anti-mouse CD45 antibodies for 30 min. Microglia were sorted based on CD45 low to intermediate/CD11b high expression using BD FACSAria II (Becton Dickinson, Inc.) (Supplementary Figure S1).

### Nanostring Gene Expression Analysis

Microglia isolated by FACS were stored in RNAlater Stabilization Solution (AM7020, Invitrogen) at −80°C until further processing. Total RNA from the sorted cells was extracted using miRNeasy Micro Kit from Qiagen (Redwood City, CA, United States) for purification of total RNA from small amounts of cells according to the manufacturer’s instructions. Microglia RNA integrity number (RIN) was between 8 and 9. mRNA expression analysis with the NanoString nCounter^®^ Mouse Inflammation v2 Panel was performed according to the manufacturer’s protocol (NanoString Technologies Inc., Seattle, WA, United States).

### Quantitative Real-Time Polymerase Chain Reaction

Relative expressions of selected microglia genes for sham vs. 2 dpi were verified by real-time qPCR. First-strand complementary DNA (cDNA) was synthesized using RT2 First Strand Kit (Qiagen, Redwood City, CA, United States) according to manufacturer’s instructions. RT^2^ qPCR Primer Assay for Mouse IL-1β, IL-6, and TNF (Qiagen, Redwood City, CA, United States) were used according to manufacturer’s protocol to validate the gene expression changes shown by Nanostring. Data normalization was performed by quantification of the endogenous 18S ribosomal RNA.

### Bioinformatics

#### Data Normalization

The raw Nanostring nCounter genes were normalized using NanoStringDiff (Wang et al., 2016), adjusting for positive controls, housekeeping genes, and background level. The NanoStringNorm (Waggott et al., 2012) packages was used to generate normalized gene expression, for plotting and clustering purposes.

#### Differential Gene Expression Analysis

We use a generalized linear model (GLM) with negative binomial family as implemented in the NanoStringDiff (Wang et al., 2016) to examine differential gene expressions for the following comparisons: acute (2 dpi vs. sham), subacute (14 dpi vs. sham), and chronic (60 dpi vs. sham).

#### Pattern-Oriented Time-Series Clustering

To better model and discover genes that follow time-series patterns that are of potential biological interest, we developed a framework named pattern-oriented time-series clustering. Firstly, the gene expressions normalized by NanoStringNorm were filtered by 25% quantile in terms of mean and standard deviation. The rest of the genes were standardized between 0 and 1. Secondly, we calculated the differences in the standardized gene expression for the following pairwise comparisons: 2 dpi vs. sham, 14 dpi vs. 2 dpi, and 60 dpi vs. 14 dpi, and named the differences standardized linear changes (SLCs). We used one group of sham (*n* = 4) as a baseline for comparison with the three other time points including 2 (*n* = 4), 14 (*n* = 4), and 60 dpi (*n* = 3). We used SLC to depict the temporal patterns that could not be captured by either *p*-value or log2 (fold-changes) alone. We defined four sub-patterns, namely up, down, stable, and noisy, to compose the time-series pattern for a certain gene. Up and down are the trends with relatively large up or downward SLCs, signaling the genes and intervals with the most changes, while stable are the trends with the lowest absolute value of SLCs, representing the genes that are most stable during such intervals. The trends are categorized as noisy otherwise.

To decide the sub-pattern of each time interval, for each gene, the time interval with the largest absolute SLC, *|*SLC_*max*_*|*, was named up/down by the sign of SLC. Then we calculated absolute relative SLC, *|*SLC_*i*_/SLC_*max*_*|*, where *i* is the index to one of the other two intervals. To determine those sub-patterns, we defined two parameters, cutoff_*up*_ and cutoff_*low*_. If the absolute relative SLC was greater than cutoff_*high*_, the corresponding sub-pattern was categorized as up/down according to the sign of SLC; if less than cutoff_*low*_, it was categorized as stable; otherwise, it was categorized as noisy. From this analysis there were 4^4^ = 64 possible patterns, i.e., clusters of genes. We performed sensitivity analyses for the two cutoff parameters, tuning cutoff_*high*_ from 0.3 to 0.75, by 0.05, and cutoff_*low*_ from 0.05 to 0.275, by 0.025, and accept parameter based on *p*-measurement, defined as *p*_measurement = *w*/*c* × *K*_1_ × *K*_2_, where *c* is a constant, *w* is the weight defined as *w* = 1/(cutoff_*high*_ × cutoff_*low*_) to penalize on selecting loose cutoffs (Supplementary Figure S2). *K*_1_ and *K*_2_ are the number of clusters with no noisy sub-patterns, and number of clusters with no opposite-directed sub-patterns, respectively. The latter was used to select patterns that are only biologically meaningful to our subjects.

#### Gene Set Enrichment and Pathway Analyses

We performed gene set enrichment analysis (GSEA) (Subramanian et al., 2005) on the normalized gene expression dataset with REACTOME and KEGG datasets from c2.all.v6.2.cymbols.gmt curated gene sets using 1,000 permutations. Pathways with false discovery rate (FDR) < 0.05 were selected as significant. We plotted heatmap for the gene sets from cytokine regulated genes as defined by Xue et al. (2014). The genes in heatmap were clustered by *k*-means clustering methods with *k* selected using the gap-statistics.

#### Protein–Protein Interaction Networks

To identify the top regulators in a certain cluster of genes, we performed network analysis using STRING database (Szklarczyk et al., 2017) with all default settings. The top regulators were selected by ranking the sum of confident scores greater than 0.4 (by default) of each gene.

## Results

We subjected 2-month-old male C57BL6J mice (Jackson Laboratories, *N* = 3–4/group) to either CCI or to sham injury using established protocols (Bermpohl et al., 2007). CCI produced a cavitary lesion and overt hippocampal damage associated with morphological changes in microglia indicative of activation (Fox et al., 1998). Figure 1 shows representative photomicrographs of cortical microglia taken from contralateral and ipsilateral hemispheres at 2–60 dpi. CCI caused a significant increase in microglia numbers at 2 and 14 dpi vs. sham, and clear morphological changes consistent with microglia activation at 2, 14, and 60 dpi in ipsilateral cortex including shorter, thicker, and less ramified processes and swollen or stretched cell bodies. Similar changes in microglia morphology were also observed in some contralateral regions (Figures 1A–D). Microglia were isolated from brain tissue by enzymatic digestion as previously described (Hickman et al., 2013). Cells were stained with fluorescent antibodies to CD11b and CD45, two well-established microglia and macrophage markers (Sedgwick et al., 1991) and subsequently isolated using FACS at 2, 14, and 60 dpi as previously described (Sedgwick et al., 1991). RNA was then isolated from microglia and subjected to Nanostring analysis, a quantitative gene expression analysis platform with qPCR sensitivity using a probe set of 550 genes involved in inflammation and immunity (O’Neil et al., 2018; Zhang et al., 2018). 

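RNA from 15 samples of sorted CD11b-high, CD45-low to intermediate cells was counted on the nCounter platform, which counts color-coded reporter probes hybridized to single mRNA molecules without amplification. There were 4 samples from sham mice, 4 at 2 dpi, 4 at 14 dpi and 3 at 60 dpi. By the paper's methods the sham mice were 2-day shams, and the 14 and 60 dpi groups were not randomized. These 2 groups therefore have no sham matched in time since surgery. Beside the immune genes the panel held 14 housekeeping genes, 6 positive controls and 8 negative controls. Endogenous counts summed to 66905 to 280528 per sample in the sham group (median 143900.5), 95257 to 191160 at 2 dpi (median 136421), 108128 to 238060 at 14 dpi (median 166445) and 169784 to 226892 at 60 dpi (median 171717). The 12 sham, 2 dpi and 14 dpi samples filled the lanes of a first run (R1L01 to R1L12, by run and lane). The 3 samples at 60 dpi came from a second run (R2L09 to R2L11). No deposited sample of another group came from that second run, so run and time point cannot be separated at 60 dpi. What its other lanes held is not stated. The authors deposited the raw counts and a table of normalized signal, made by subtracting each sample's negative-control mean and scaling to the housekeeping genes. The tests here used the raw counts, scaled by positive-control and housekeeping factors, without subtraction. A gene counted as above background in a sample when it exceeded the mean plus 2 SD of that sample's negative controls. This limit was 25 to 34 counts in the first run and 57.1 to 67.7 in the second, where 1 negative control, NEG_B, read 50 to 72 counts against 7 to 12 before. The 359 genes above background in at least 3 samples were tested in 1 edgeR fit of all 15 samples. Nothing beyond the labels and the paper ties the samples to separate mice, so the p-values measure the spread between these samples.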

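Cells sorted at 60 dpi had 90 genes higher than sham, among them the class II antigen-presentation genes Cd74 and H2-Eb1, against 77 at 14 dpi, among them Ccl5, Itgax and Cxcr4, and 26 at 2 dpi, among them Cxcl3 and Cd44. Of these, 58 were higher at 60 dpi alone, 40 at 14 dpi alone and 7 at 2 dpi alone. The genes higher at all 3 time points were Cd44, an adhesion receptor for hyaluronan, Cxcr4, the receptor of Cxcl12, Ikbke, a kinase of interferon induction, and Il1b. In the other direction, Abl1, Gpr183, Lair1 and Smad3 were lower at all 3. Ikbke at 2 dpi did not pass without R1L01, R1L03, R1L04, R1L05, R1L06 or R1L07 (adjusted p up to 0.156), nor did Cd44 at 14 dpi without R1L01, R1L10, R1L11 or R1L12 (adjusted p up to 0.0603). Cd44 at 60 dpi did not pass without R1L01 or R2L10 (adjusted p up to 0.14), nor did Il1b at 60 dpi without R1L01, R1L03, R1L04, R2L09, R2L10 or R2L11 (adjusted p up to 0.114). Lair1 at 14 dpi did not pass without R1L12 (adjusted p = 0.0536), nor did Lair1 at 60 dpi without R1L02, R1L03, R2L10 or R2L11 (adjusted p up to 0.167). Smad3 at 14 dpi did not pass without R1L01, R1L02, R1L03, R1L09, R1L10, R1L11 or R1L12 (adjusted p up to 0.12), nor did Smad3 at 60 dpi without R2L10 (adjusted p = 0.0507). Gpr183 at 60 dpi did not pass without R2L11 (adjusted p = 0.0633). Il1b at 60 dpi was not called with positive-control factors alone (log2 fold change 0.85, adjusted p = 0.266) or no background filter (0.93, 0.0661). Smad3 at 2 dpi, Abl1 at 14 dpi, Gpr183 at 14 dpi and Lair1 at 14 dpi did not pass with positive-control factors alone (log2 fold changes -0.64, -0.83, -0.86 and -0.72; adjusted p = 0.629, 0.32, 0.325 and 0.488). With these factors no gene was called lower at 14 dpi, and none of Abl1, Gpr183, Lair1 and Smad3 at 2 dpi. No gene was thus lower at all 3 time points. Each count is at an adjusted p under 0.05 in edgeR over the 359 tested genes, and the difference between the counts was not itself tested. Without R1L05 the 2 dpi count was 15, and without R1L03 it was 17. The plot of calls by scaling shows that TMM factors gave 76, 68 and 47 higher genes at 60, 14 and 2 dpi, and positive-control factors alone 48, 20 and 20. Housekeeping factors alone, not plotted, gave 26 higher and 99 lower genes at 2 dpi.

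**Figure D1:**
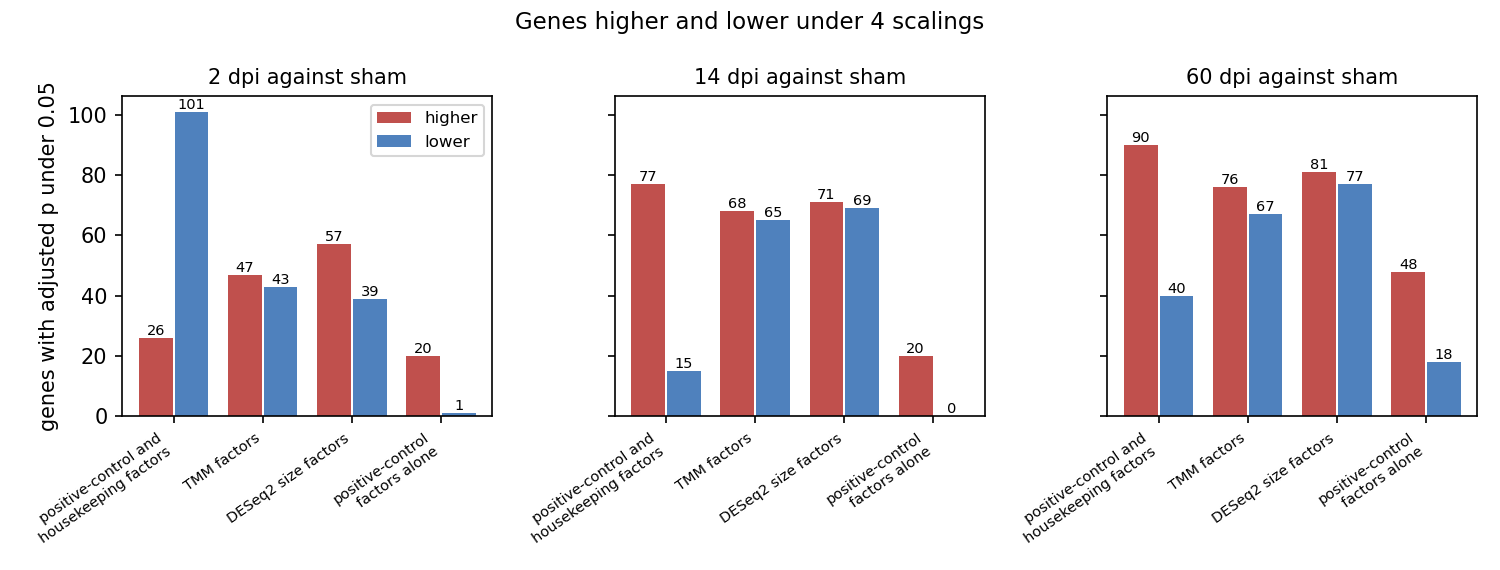
Number of genes higher (red) and lower (blue) than sham at an adjusted p under 0.05 (y axis), at 2, 14 and 60 dpi (panels), with counts scaled in 4 ways (x axis). At 2 dpi the lower genes outnumber the higher with the positive-control and housekeeping factors, 101 against 26, but not with the other 3 scalings plotted.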

We found more genes upregulated significantly at 60 dpi than 2 or 14 dpi (Figure 2A).

**FIGURE 2:**
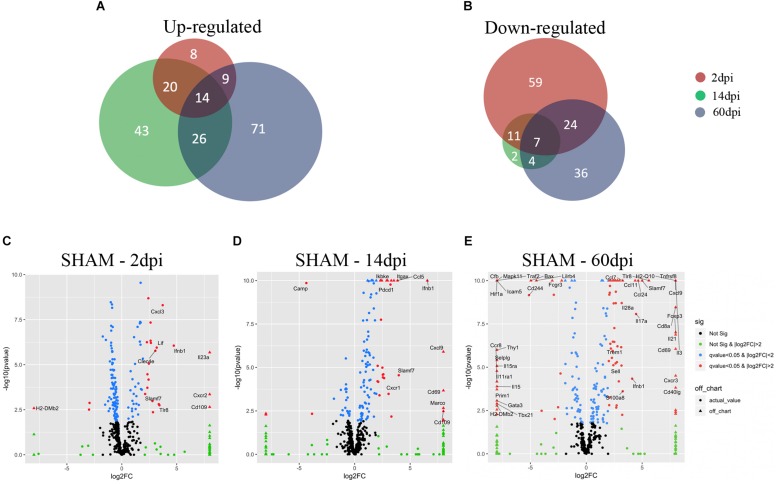
Microglial gene expression after CCI. **(A,B)** Venn diagrams showing the overlap between 2, 14, and 60 dpi, vs. sham of **(A)** up-regulated genes (adjusted *p*-value < 0.05) and **(b)** down-regulated genes (adjusted *p*-value < 0.05). **(C–E)** Volcano plot showing the microglia gene expression of **(C)** 2 dpi vs. sham, **(D)** 14 dpi vs. sham, and **(E)** 60 dpi vs. sham. On the *x*-axis are the log2-fold changes and the *y*-axis is the –log10(*p*-value). Genes in black: False discovery rate (FDR) ≥ 0.05, |log2(FC)| ≤ 2; genes in green: FDR ≥ 0.05, |log2(FC)| > 2; genes in blue: FDR < 0.05, |log2(FC)| ≤ 2; and genes in red: FDR < 0.05, |log2(FC)| > 2. Genes in red with FDR ≤ 0.05, |log2(FC)| > 3 are named.

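Among the genes higher than sham, 27 were shared by 14 and 60 dpi, among them Itgax, C3 and Cd74, and 14 by 2 and 14 dpi. Independent lists of these sizes would share 19.3 and 5.58 genes. Between 2 and 60 dpi 9 higher genes were shared, against 6.52. Among the genes lower than sham, 21 were shared by 2 and 60 dpi, against 11.3 for independent lists, and 14 by 2 and 14 dpi, against 4.22. Only 5 lower genes were shared by 14 and 60 dpi, against 1.67. All 3 comparisons use the same sham samples, which alone can make lists overlap. When each comparison was given its own pair of sham samples, fewer genes were called, and 14 and 60 dpi shared 14.3 higher genes on average (11 to 18 over 6 divisions) against 10.8 for independent lists, and 2 and 14 dpi 7 (2 to 11) against 2.75. For 2 and 60 dpi these values were 2.83 higher genes (0 to 5) against 3. Lower genes shared in this way were 9.67 (2 to 14) against 5.93 for 2 and 60 dpi, 5.33 (1 to 9) against 1.75 for 2 and 14 dpi and 1.5 (0 to 3) against 1.16 for 14 and 60 dpi.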

### Microglia Gene Expression at 2 Days Post-injury

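At 2 dpi the genes that rose included Msr1, a scavenger receptor, Lilrb4, an inhibitory receptor of myeloid cells, Ptgs2, the inducible cyclooxygenase, Fn1, fibronectin, and Igf2r. Their log2 fold changes were 1.38 (standard error 0.22), 1.50 (0.32), 1.31 (0.25), 1.16 (0.33) and 1.28 (0.31). Cd44 went from 42.7 ± 26.6 normalized counts (SD, n = 4) in sham to 170.1 ± 55.0 (SD, n = 4). Immune receptors were among the genes that fell, as Tnfrsf17 (log2 fold change -1.30, standard error 0.25), Tlr5 (-1.24, 0.23), Il6ra (-0.95, 0.17) and Entpd1, an ectonucleotidase (-0.96, 0.19), and in the cytokine gene Il16 (-1.04, 0.21). Among 15 tested genes of the JAK-STAT pathway, a list fixed before the data were examined, 6 fell and none rose (7 fell when adjusted over the list alone), but none passed with TMM factors (3 at an unadjusted p under 0.05 in edgeR; none with DESeq2 and its own size factors), where the median log2 fold change of the 6 was -0.30 against -0.55, and 2 or 3 fell without R1L02, R1L03 or R1L07. Of 8 monocyte markers, 5 rose (Fn1, Cd44, Tgfbi, Cfp and Cd36; 5 when adjusted over the list alone; 3 without R1L05). No neutrophil marker among 7 tested passed. In all, 101 genes were lower. Of the 359 tested genes, called or not, 102 had every injured sample above, or every one below, all sham samples, which chance gives for 2.86% of genes. The median log2 fold change of all tested genes was -0.30, against -0.04 with TMM factors, which gave 47 genes higher and 43 lower. The lower count was 60 without R1L02 and 62 without R1L07. Cd36 did not pass without R1L03 or R1L05 (adjusted p up to 0.0623), nor did Cfp without R1L05 (adjusted p = 0.0536). Lilrb4 was not called with the authors' values and limma (log2 fold change 1.49, adjusted p = 0.182). Fn1, Tgfbi, Tnfrsf17, Il6ra, Entpd1 and Il16 did not pass with positive-control factors alone (log2 fold changes 1.32, 1.24, -1.18, -0.85, -0.86 and -0.95; adjusted p = 0.0696, 0.0858, 0.0777, 0.464, 0.447 and 0.331).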

Using the Nanostring^TM^ gene expression platform, we identified 152 genes with significant changes in expression at 2 dpi compared to sham, including 51 upregulated and 101 downregulated genes (Figures 2A,B and Supplementary Table S1). 

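Cxcl3, Ccl19 and Cxcr4 rose at 2 dpi, while most of the cytokine genes named here did not pass the test. Cxcl3, a neutrophil chemoattractant, went from 25.1 ± 23.8 normalized counts (SD, n = 4) in sham to 123 ± 63.4 (SD, n = 4), a log2 fold change of 2.38 (standard error 0.52, adjusted p = 0.00323 in edgeR). Sham sample R1L02 was at 60.8, against 11.23 to 14.72 in the other sham samples, and lowers this fold change. Ccl19, a ligand of Ccr7, and Cxcr4 had log2 fold changes of 1.25 (0.39) and 1.24 (0.28). For Ccr2, the receptor of Ccl2, the log2 fold change was 0.48 (0.30) with an adjusted p of 0.204. Cxcr1 was above background in 1 of 4 injured samples and in 0 of 4 sham samples, and was not tested. Tnf rose from 919 ± 191 to 1735 ± 484 normalized counts (log2 fold change 0.92, standard error 0.33, adjusted p = 0.0394), but did not pass without any 1 of R1L01 to R1L07 (adjusted p up to 0.109). The values were 0.98 (adjusted p = 0.132) for Il1r2, the decoy receptor of interleukin 1, and 0.59 (adjusted p = 0.171) for Il6. Il6 did pass with TMM factors and with DESeq2 and its own size factors (adjusted p = 0.0199). By qPCR at 2 dpi (n = 3) the paper reports Tnf, Il1b and Il6 as significantly higher than sham. Ifnb1 reached 69.1 ± 32.9 normalized counts where no sham sample was above background, at least 1.96-fold higher (adjusted p = 0.0546). It passed without R1L08 (adjusted p = 0.0393), and its adjusted p was 5.88e-05 to 0.102 under the other alternatives. Among those under which Ifnb1 passed were TMM factors, DESeq2, subtraction of the negative-control mean and the authors' values with limma. Of the genes named in the text as chemotactic, 4 of 5 tested rose, and of those named as cytokine signaling 2 of 5 (4 and 3 when adjusted over the list alone), lists the study chose on these samples and so no independent evidence. Of 18 chemokine genes on a list fixed beforehand, 3 rose and Ccl6 fell (the same when adjusted over the list alone; 4 rose and none fell with TMM factors). Their rank among all genes had an adjusted p of 0.00502 by camera and 0.667 with an estimated correlation. Ccl19 did not pass without R1L02, R1L04, R1L05 or R1L07 (adjusted p up to 0.0544), nor did Ccl6 without R1L02, R1L05 or R1L07 (adjusted p up to 0.066). Ccl19 was not called with the negative-control mean subtracted (log2 fold change 2.29, adjusted p = 0.128). Ccl6 was not called lower with positive-control factors alone. Tnf was not called with positive-control factors alone (log2 fold change 1.13, adjusted p = 0.164), no background filter (0.92, 0.0642) or the authors' values and limma (0.75, 0.083).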

Genes associated with chemotaxis (CXCL1, CXCL3, CCL19, CXCR1, CXCR2, CXCR4, CCR2) as well as cytokine signaling (IL1b, IL1R2, IL23a, IL6, TNF, and IFNB1) were significantly upregulated, suggesting a role for microglia in recruitment of microglia from neighboring areas of the brain as well as recruitment of peripheral leukocytes to injured brain (Liu et al., 2018). Genes involved in the anti-inflammatory transforming growth factor-beta (TGF-β) cytokine signaling pathway (TGFB1, TGFBR1, TGFBR2, SMAD3, SKI) were significantly downregulated at 2 dpi (Figure 3B). Likewise, subset of genes from the Interferon gamma (IFNγ) pathways (HFE, TAP1, JAK2, STAT1, CD86, FCGR1, PSMB9, IRF8, IRF1, CXCL9) were also downregulated at 2 dpi (Figure 4).

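Both receptors of TGF-β and their signal transducer fell at 2 dpi. Tgfbr1 went from 2103 ± 484 normalized counts (SD, n = 4) in sham to 1084 ± 207 (SD, n = 4), a log2 fold change of -0.96 (standard error 0.18, adjusted p = 0.00161 in edgeR). Tgfbr2 (log2 fold change -0.66, standard error 0.15), Smad3, which carries the signal to the nucleus (-0.87, 0.15), and Ski, a repressor of Smad signaling (-0.55, 0.16), were lower as well. Tgfb1, the ligand, was at 560 ± 61.8 against 723 ± 119 normalized counts (log2 fold change -0.37, adjusted p = 0.0574). It passed without R1L01 (adjusted p = 0.0207) or R1L06 (0.0283). Ski did not pass without R1L02 (adjusted p = 0.0563). On a list of TGF-β signaling genes fixed before the data were examined, 5 of 9 tested fell (7 when adjusted over the list alone), the 4 above and Runx1, and Tgfbi, a matrix protein induced by TGF-β and made by monocytes, rose. That count was 3 without R1L02. The 5 genes named in the text were chosen by the study on these samples, and the 4 that fell (5 when adjusted over the list alone) are no independent evidence. With TMM factors 3 genes of the list were called lower, and the median log2 fold change of the 5 was -0.38 against -0.66. With positive-control factors alone none passed in edgeR (none at an unadjusted p under 0.05), while the median of the 5 was -0.51 and their median standard error 0.46 against 0.16. Runx1 did not pass without R1L01, R1L02, R1L03, R1L05, R1L06 or R1L07 (adjusted p up to 0.164). Ski was not called with TMM factors (log2 fold change -0.29, adjusted p = 0.134), positive-control factors alone (-0.39, 0.864) or DESeq2's own size factors (-0.26, 0.133). The plot of TGF-β genes per sample shows each value.

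**Figure D2:**
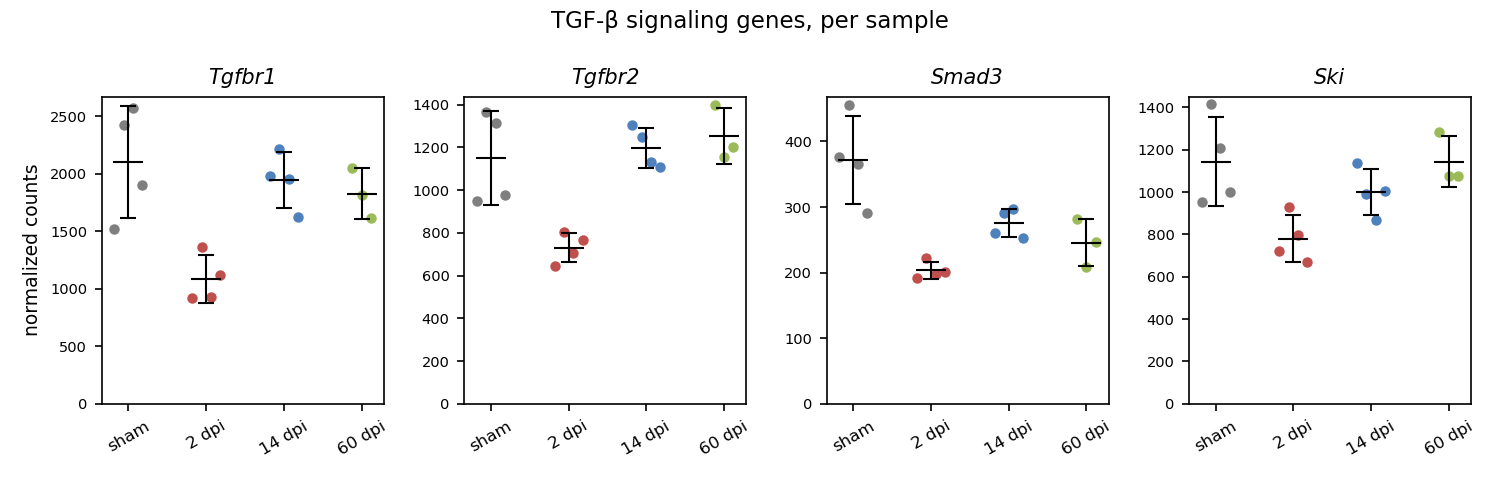
Normalized counts (y axis, from 0) of Tgfbr1, Tgfbr2, Smad3 and Ski in each sample (points) of the sham, 2, 14 and 60 dpi groups (x axis), with the mean and SD (black). For Tgfbr1 the 4 samples at 2 dpi lie between 922 and 1363, all below the sham samples.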

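Among IFN-γ response genes, both chains of the receptor, Ifngr1 and Ifngr2, and the transcription factor Irf8 fell at 2 dpi. Irf8, which the myeloid lineage requires, went from 420 ± 76.8 normalized counts (SD, n = 4) to 276 ± 29.5 (SD, n = 4), a log2 fold change of -0.60 (standard error 0.15, adjusted p = 0.00576 in edgeR). Fcgr1, a high-affinity Fc receptor (-0.58, 0.15), Psmb9, an immunoproteasome subunit (-0.61, 0.20), and Hfe, a regulator of iron uptake (-0.50, 0.14), also fell. Tap1 had a log2 fold change of -0.13 (adjusted p = 0.427), Jak2 -0.19 (0.416), Irf1 -0.31 (0.162) and Cd86 -0.51 (0.0745), and these did not pass. Cd86 passed with only the 2 groups in the fit (adjusted p = 0.0255) and on the authors' normalized values with limma (0.0173). Cxcl9 was not above background in any sample of either group. Of 20 tested genes on a fixed list of IFN-γ response genes 7 fell (Irf8, Psmb9, Irgm1, Fcgr1, Ifngr1, Ifngr2 and Jak1) and 1, Cd274, rose (7 and 1 when adjusted over the list alone). Of the 9 tested genes the study named, 4 fell (4 when adjusted over the list alone), which is no independent evidence. Without R1L02 the list had 4 lower genes and Psmb9 did not pass (adjusted p = 0.0808). With TMM factors 2 genes of the list were called lower, and the 7 had a median log2 fold change of -0.32 against -0.58. Ifngr2 did not pass without R1L02, R1L03, R1L05, R1L07 or R1L08 (adjusted p up to 0.0796), nor did Irgm1 without R1L01, R1L02, R1L03, R1L05, R1L07 or R1L08 (adjusted p up to 0.109). Cd274 did not pass without R1L03, R1L05, R1L06 or R1L07 (adjusted p up to 0.0803). Psmb9 was not called with TMM factors (log2 fold change -0.33, adjusted p = 0.149), positive-control factors alone (-0.35, 0.864), DESeq2's own size factors (-0.29, 0.259), the additive background test (-0.60, 0.0725) or only the 2 groups in the fit (-0.62, 0.0511). Fcgr1 was not called with TMM factors (log2 fold change -0.32, adjusted p = 0.139), positive-control factors alone (-0.42, 0.858) or DESeq2's own size factors (-0.30, 0.151). Hfe was not called with TMM factors (log2 fold change -0.24, adjusted p = 0.207), positive-control factors alone (-0.33, 0.878) or DESeq2's own size factors (-0.21, 0.302). Irf8 did not pass with positive-control factors alone (log2 fold change -0.45, adjusted p = 0.834), nor did Ifngr1, Ifngr2, Irgm1 or Jak1.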

**FIGURE 3:**
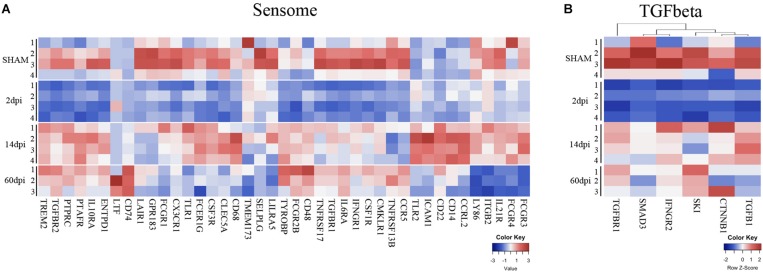
Time-dependent changes of microglial sensome genes and TGF-beta pathway after TBI. Heatmap of normalized gene expressions profiles for **(A)** microglia sensome and **(B)** TGF beta signaling pathway.

**FIGURE 4:**
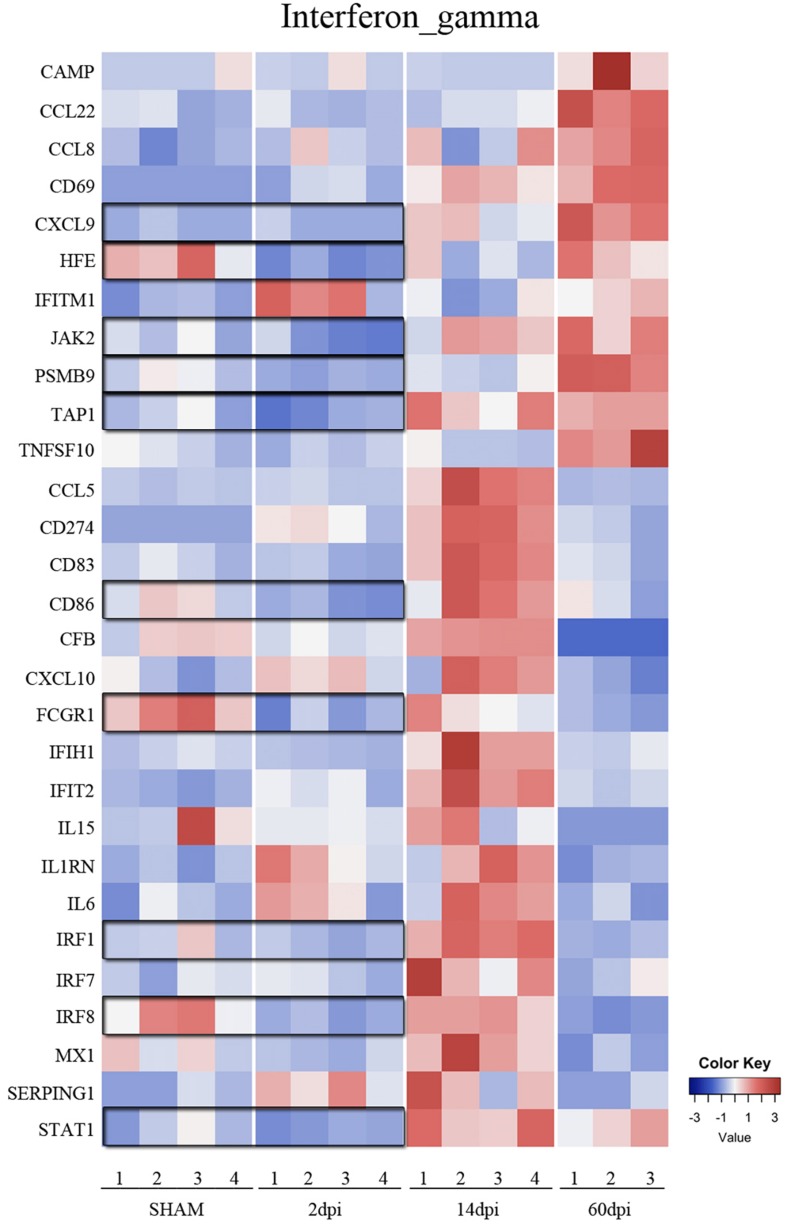
Time-dependent changes of interferon gamma signaling pathway after TBI. Heatmap of genes in the interferon gamma signaling pathway at 2, 14, and 60 dpi vs. sham.

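Il23a, which encodes the p19 subunit of interleukin 23, was close to background at 2 dpi. It was above background in 2 of 4 injured samples and in 0 of 4 sham samples, at 23.2 ± 9.87 normalized counts (SD, n = 4) against 12.7 ± 8.91 (SD, n = 4). It therefore did not enter the test, and no fold is given. With no background filter its adjusted p in edgeR was 0.165.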

IL23a was one of the most significantly upregulated genes in 2 dpi (Figure 2C and Supplementary Table S1). IL23a is a cytokine required for the expansion and survival of TH17 cells that also drives a pathogenic T cell population that induces inflammation (Aggarwal et al., 2003). The exact impact of IL23a upregulation is not clear. 

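Cxcr2, a receptor for the chemokines Cxcl1 and Cxcl3 that neutrophils carry, was measured at 18.7 ± 5.64 normalized counts (SD, n = 4) at 2 dpi and 10.7 ± 7.48 (SD, n = 4) in sham. Only 1 of the 8 samples, an injured one, was above background. The gene was not tested, and without the background filter its adjusted p in edgeR was 0.28. In the same samples the neutrophil markers S100a8, S100a9 and Camp were much higher in sham sample R1L04 and 2 dpi sample R1L07 than in the other samples of their groups.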

We also observed significant upregulation in CXCR2 gene expression, a chemokine that regulates neutrophil migration in a closed head injury model that may also play a role in secondary brain damage (Semple et al., 2010) (Figure 2C and Supplementary Table S1). 

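Cd109, a co-receptor that limits TGF-β signaling, had 18.6 ± 6.37 normalized counts (SD, n = 4) at 2 dpi and 13.1 ± 7.55 (SD, n = 4) in sham, and no sample of either group was above background. The gene was not tested. Without the background filter its adjusted p in edgeR was 0.378.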

The third most induced gene was CD109, which is known to modulate TGF-β receptor endocytosis and degradation and thereby play a critical role in inhibiting TGF-β signaling (Bizet et al., 2011; Figure 2C and Supplementary Table S1). We also found increased pro-inflammatory IL1 beta as well as CXC chemokine ligand 1 (CXCL1), a chemoattractant for neutrophils (Szmydynger-Chodobska et al., 2016; Arneson et al., 2018; Supplementary Table S1). 

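Il1b, which encodes the inflammatory cytokine interleukin 1 beta, and Cxcl1 rose at 2 dpi. Il1b went from 250.2 ± 115 normalized counts (SD, n = 4) in sham to 773 ± 351 (SD, n = 4), a log2 fold change of 1.64 (standard error 0.33, adjusted p = 0.00235 in edgeR). Cxcl1 went from 31.9 ± 12.4 to 94.4 ± 22.8, a log2 fold change of 1.60 (0.34, adjusted p = 0.00225), and every injured sample was above every sham sample. Cxcl1 was above background in 4 of 4 injured samples but in 1 of 4 sham samples. Of 18 genes of interleukins and TNF-family cytokines on a list fixed beforehand, Il1b, Il1rn, Tnf and Lif rose, and Il16 and Il18 fell (the same numbers when adjusted over the list alone). The number that rose was 2 without R1L01, R1L04 or R1L07 and 1 without R1L03, R1L05 or R1L06, and the number that fell was 1 without R1L02 or R1L03. With TMM factors 7 rose and 1 fell. Tnf did not pass without R1L01, R1L02, R1L03, R1L04, R1L05, R1L06 or R1L07 (adjusted p up to 0.109), nor did Il1rn without R1L03, R1L05 or R1L06 (adjusted p up to 0.0816). Lif did not pass without R1L01, R1L03, R1L04, R1L05, R1L06 or R1L07 (adjusted p up to 0.142), nor did Il18 without R1L02 or R1L03 (adjusted p up to 0.052). Tnf was not called with positive-control factors alone (log2 fold change 1.13, adjusted p = 0.164), no background filter (0.92, 0.0642) or the authors' values and limma (0.75, 0.083). Il16 did not pass with positive-control factors alone (log2 fold change -0.95, adjusted p = 0.331), nor did Il18.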

Our findings at 2 dpi are consistent with a recently published single-cell RNA sequencing study which evaluated the impact of acute (1 dpi) fluid percussion injury on cell type-specific genes and found a significant increase in IL-1 beta and CXCL1, and Cebpb (Arneson et al., 2018). Together, the downregulation of IFNγ and TGF-β cytokine pathways and concomitant upregulation of pro-inflammatory genes suggest a heterogenous inflammatory, stimulus-specific microglial activation state rather than a predominant proinflammatory “M1” or anti-inflammatory “M2” state as previously described for classical macrophage activation (Mills et al., 2000; Morganti et al., 2016b).

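The changes at 2 dpi ran in both directions within the gene groups of inflammation. Of 21 genes of the Toll-like receptor pathway Tlr2 rose and 7 fell, among them Tlr3, Tlr9, Irak4 and Irf5 (1 and 7 when adjusted over the list alone). Of 18 genes of the NF-κB pathway Ikbke rose and 6 fell, Nfkb1 and Ikbkg among them (1 and 6 when adjusted over the list alone; 3 lower without R1L02, R1L07 or R1L08). Of 10 complement genes Cfp, the positive regulator properdin, rose and 3 fell, C1qa and C1qb among them (1 and 3 when adjusted over the list alone; 1 lower without R1L02, R1L05 or R1L07). With TMM factors the Toll-like receptor genes were 2 higher and 4 lower, the NF-κB genes 2 and 3, and the complement genes 3 and 0, so that the complement genes no longer fell. These lists were fixed before the data were examined, and the calls are from edgeR. Ikbke did not pass without R1L01, R1L03, R1L04, R1L05, R1L06 or R1L07 (adjusted p up to 0.156), nor did Cfp without R1L05 (adjusted p = 0.0536). Irak4 did not pass without R1L03, R1L05, R1L07 or R1L08 (adjusted p up to 0.113), nor did Nfkb1 without R1L02, R1L03, R1L05, R1L07 or R1L08 (adjusted p up to 0.133). Ikbkg did not pass without R1L01, R1L02, R1L05, R1L07 or R1L08 (adjusted p up to 0.108), nor did C1qa without R1L02, R1L05, R1L07 or R1L08 (adjusted p up to 0.103). C1qb did not pass without R1L02, R1L05 or R1L07 (adjusted p up to 0.0744). Tlr2 did not pass with positive-control factors alone (log2 fold change 0.96, adjusted p = 0.331). Of all genes only Tlr5 was called lower with those factors, so no other fall given here was called with them. From lower IFN-γ and TGF-β pathway genes together with higher pro-inflammatory genes, the paper proposes a heterogeneous, stimulus-specific activation state in place of M1 or M2.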

### Microglia Gene Expression at 14 Days Post-injury

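Among the genes that rose most at 14 dpi were Ccl5, a T cell chemoattractant, Itgax, which encodes CD11c, Cxcr4, Lilrb4 and Ifi204, an interferon-inducible DNA sensor. Itgax went from 35.3 ± 7.46 normalized counts (SD, n = 4) in sham to 232 ± 59.0 (SD, n = 4), a log2 fold change of 2.76 (standard error 0.26, adjusted p = 7.74e-07 in edgeR). Cxcr4 (log2 fold change 2.40, standard error 0.28), Lilrb4 (2.30, 0.33), Ifi204 (2.10, 0.28) and Plaur, the urokinase receptor (1.68, 0.32), rose as well. Among the 15 genes that were lower stood Card9, an adaptor of C-type lectin receptors (-0.72, 0.19), Abl1 (-0.66, 0.17), Tagap (-0.76, 0.19) and Tlr5 (-0.81, 0.23). Chuk, Trp53 and Psmc2 were lower too (adjusted p = 0.0427, 0.0303 and 0.0342), but single samples ended these calls. Chuk did not pass without R1L01, R1L02, R1L03, R1L09, R1L10, R1L11 or R1L12 (adjusted p up to 0.111), nor did Trp53 without R1L02, R1L03, R1L10 or R1L11 (adjusted p up to 0.101). Psmc2 did not pass without R1L01, R1L03, R1L04, R1L10, R1L11 or R1L12 (adjusted p up to 0.0834). Of 7 class II antigen-presentation genes on a list fixed beforehand, 5 rose, H2-Aa, H2-Ab1, H2-Eb1, Cd74 and Ctss (5 when adjusted over the list alone). With positive-control factors alone none of the 5 passed in edgeR (3 at an unadjusted p under 0.05), but their median log2 fold change was 0.96 against 0.95. Of 66 called genes every injured sample lay on one side of all sham samples. The number of lower genes was 8 without R1L10 or R1L12, 9 without R1L02 or R1L11 and 25 without R1L04, and with TMM factors 68 genes were higher and 65 lower. Lilrb4 was not called with the authors' values and limma (log2 fold change 2.30, adjusted p = 0.0727). Chuk was not called with positive-control factors alone (log2 fold change -0.70, adjusted p = 0.455), the additive background test (-0.61, 0.0515) or no background filter (-0.54, 0.0616). Psmc2 was not called with positive-control factors alone (log2 fold change -0.59, adjusted p = 0.605), the additive background test (-0.47, 0.0541), no background filter (-0.43, 0.0651) or only the 2 groups in the fit (-0.43, 0.0674). Trp53 was not called with positive-control factors alone (log2 fold change -0.63, adjusted p = 0.528), no background filter (-0.52, 0.0514) or only the 2 groups in the fit (-0.52, 0.0926). Tlr5 was not called with positive-control factors alone (log2 fold change -1.01, adjusted p = 0.0803) or only the 2 groups in the fit (-0.81, 0.0538). Card9, Abl1 and Tagap did not pass with positive-control factors alone (log2 fold changes -0.83, -0.83 and -1.003; adjusted p = 0.349, 0.32 and 0.229).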

We identified 127 genes with statistically significantly altered expression in the subacute phase, including 103 upregulated and 24 downregulated vs. sham (Figures 2A,B and Supplementary Table S2). 

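Ccl3, Ccl4, Ccl5 and Ccl19 rose at 14 dpi. Ccl3 and Ccl4 went from 4053 ± 433 and 3223 ± 381 normalized counts (SD, n = 4) in sham to 8064 ± 2200 and 7268 ± 2159 (SD, n = 4), log2 fold changes of 0.99 (standard error 0.22) and 1.17 (0.26). Ccl5 went from 31.5 ± 11.2 to 216 ± 85.5, a log2 fold change of 2.84 (0.36, adjusted p = 1.82e-05 in edgeR), and Ccl19 had 1.45 (0.39, adjusted p = 0.00932). Cxcl10, an interferon-induced chemokine, was at 841 ± 401 against 357 ± 166 (log2 fold change 1.25, adjusted p = 0.061), and passed without R1L01 (0.027) or R1L09 (0.00533). Cxcl1 had 0.72 (adjusted p = 0.138) and passed without R1L09 (0.0336). Ccl8, Cxcl9, Cxcl13 and Cxcr1 were above background in at most 2 of 4 injured and in 0 of 4 sham samples, and were not tested. Of 18 chemokine genes on the fixed list 4 rose and none fell (4 when adjusted over the list alone; 4 and 1 with TMM factors), and the list did not pass by camera (adjusted p = 0.342). Of the 7 tested chemokine genes that the study named, 5 rose (6 when adjusted over the list alone), which is no independent evidence. Of 18 interleukins and TNF-family cytokines 7 rose and none fell (10 when adjusted over the list alone), among them Il1a, Il12b and Csf1. That count was 4 without R1L10 or R1L12 and 3 without R1L11. Il1a did not pass without R1L01, R1L02, R1L04, R1L10, R1L11 or R1L12 (adjusted p up to 0.157), nor did Il12b without R1L03, R1L10, R1L11 or R1L12 (adjusted p up to 0.153). Ccl19 was not called with positive-control factors alone (log2 fold change 1.23, adjusted p = 0.0583), the negative-control mean subtracted (2.38, 0.142) or the authors' values and limma (2.70, 0.101). Ccl3 and Ccl4 did not pass with positive-control factors alone (log2 fold changes 0.74 and 0.88; adjusted p = 0.44 and 0.304).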

Similar to the 2 dpi findings, many upregulated genes were involved in chemokine signaling (CCL3, CCL4, CCL5, CCL8, CCL19, CXCL1, CXCL9, CXCL10, CXCL13, CXCR1, CXCR4) and proinflammatory cytokine signaling. 

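Ifit2, Irf7 and other interferon-induced genes rose at 14 dpi. Ifit2 went from 51.9 ± 17.3 normalized counts (SD, n = 4) in sham to 178 ± 48.0 (SD, n = 4), a log2 fold change of 1.84 (standard error 0.28, adjusted p = 0.000116 in edgeR). Irf1 and Irf7, transcription factors of the interferon response, had log2 fold changes of 1.03 (0.17) and 1.27 (0.34). Cd274, which encodes PD-L1 (1.33, 0.22), Cd83 (1.42, 0.23), Ifih1, a sensor of double-stranded RNA (1.47, 0.26), and Tap1 (0.51, 0.13) rose. Il1rn, the interleukin 1 receptor antagonist (1.77, 0.52), rose too, but not without R1L11 (adjusted p = 0.0616). Jak2 (log2 fold change 0.43, adjusted p = 0.0788), Mx1 (0.74, 0.0948) and Cd86 (0.59, 0.0504) did not pass, and all 3 passed without R1L09 (0.0166, 0.045 and 0.00454). Mx1 also passed without R1L01 (0.03), and Cd86 without R1L02 (0.0372). Cd69 was above background in 1 of 4 injured samples. Of 11 type I interferon response genes on a list fixed beforehand 7 rose and none fell (8 when adjusted over the list alone). Their rank among all genes had an adjusted p of 0.00136 by camera and of 0.585 with an estimated correlation. Of 20 IFN-γ response genes 7 rose and none fell (8 when adjusted over the list alone), against 6 and 1 called with TMM factors. With positive-control factors alone none was called in edgeR (3 higher at an unadjusted p under 0.05), and the median log2 fold change of the 7 was 0.74 against 1.03. Of the 14 tested genes the study named 10 rose (14 when adjusted over the list alone), which is no independent evidence. Irf7 was not called with the negative-control mean subtracted (log2 fold change 2.09, adjusted p = 0.0623) or the authors' values and limma (2.52, 0.0556). Tap1 was not called with TMM factors (log2 fold change 0.34, adjusted p = 0.0607), positive-control factors alone (0.38, 0.776) or DESeq2's own size factors (0.34, 0.065). Il1rn was not called with the authors' values and limma (log2 fold change 2.60, adjusted p = 0.0835). Irf1, Cd274, Cd83 and Ifih1 did not pass with positive-control factors alone (log2 fold changes 0.74, 1.18, 1.26 and 1.22; adjusted p = 0.422, 0.0799, 0.0824 and 0.0715).

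**Figure D3:**
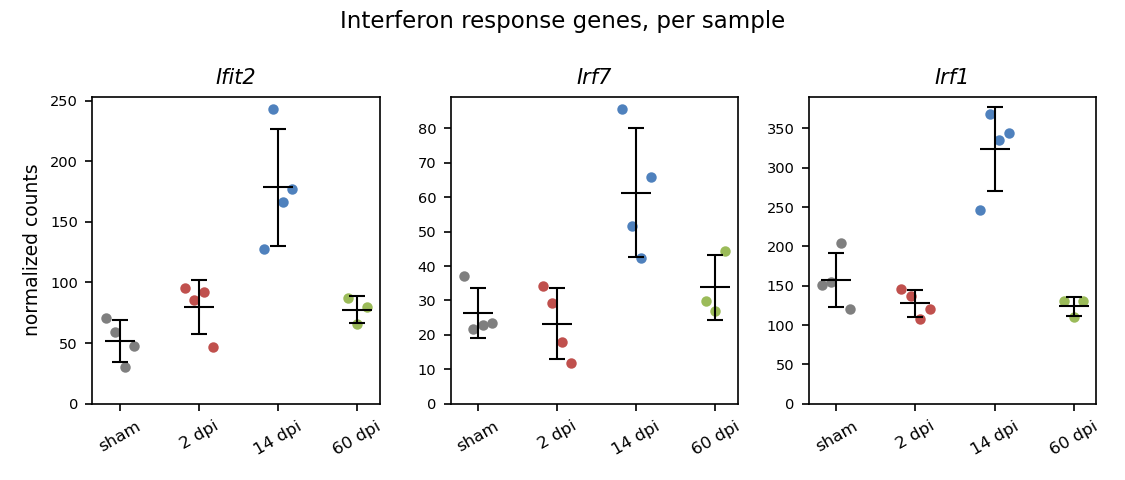
Normalized counts (y axis, from 0) of Ifit2, Irf7 and Irf1 in each sample (points) of the sham, 2, 14 and 60 dpi groups (x axis), with the mean and SD (black). For Irf1 the 4 samples at 14 dpi lie between 246 and 368, all above the sham samples.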

Interferon gamma pathway genes including IRF1, IRF7, JAK2, MX1, STAT1, TAP1, CCL5, CCL8, CD274, CD69, CD86, CD83, CXCL10, CXCL9, lFIH1, LFIT2, IL1RN were significantly upregulated at 14 dpi compared to sham. Expression of TGF-β signaling genes, which were significantly downregulated vs. sham at 2 dpi, appeared to increase at 14 dpi compared to 2 dpi. In addition, CD109 continued to be one of the highest upregulated genes at this subacute timepoint (Bizet et al., 2011) even though TGFβ pathway genes were down (Figure 2D and Supplementary Table S2).

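From 2 to 14 dpi several genes of TGF-β signaling rose, as did 142 of all 359 tested genes. Tgfbr1 went to 1946 ± 240 normalized counts (SD, n = 4) at 14 dpi, a log2 fold change of 0.84 (standard error 0.18, adjusted p = 0.00121 in edgeR) against 2 dpi. Tgfbr2 (0.71, 0.15), Smad3 (0.44, 0.15) and Tgfb1 (0.45, 0.15) rose, and Ski had 0.36 (adjusted p = 0.0764). Tgfbi fell between the same time points (log2 fold change -1.44, standard error 0.20). Of 9 genes on the fixed list 6 rose and 1 fell (7 and 1 when adjusted over the list alone), and the list did not stand apart from the other genes by camera (adjusted p = 0.79). None was called higher with TMM factors (1 at an unadjusted p under 0.05), which moved the median log2 fold change of the 6 from 0.54 to 0.08 and that of all genes from 0.44 to -0.02. The number that rose was 3 without R1L05, R1L10 or R1L11 and 2 without R1L07. Against sham at 14 dpi, Smad3 alone of the list was lower (no gene when adjusted over the list alone). Smad3 from 2 to 14 dpi did not pass without R1L05, R1L07, R1L08, R1L10 or R1L11 (adjusted p up to 0.0656), nor did Tgfb1 without R1L05, R1L07, R1L08 or R1L11 (adjusted p up to 0.0623). Smad3 against sham did not pass without R1L01, R1L02, R1L03, R1L09, R1L10, R1L11 or R1L12 (adjusted p up to 0.12), nor with positive-control factors alone.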

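Cd109 remained near background at 14 dpi, at 22.8 ± 6.92 normalized counts (SD, n = 4), with no sample above it, and was not tested. Without the background filter the adjusted p in edgeR against sham was 0.225. The receptor genes Tgfbr1 and Tgfbr2 did not pass against sham at this time point.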

At 14 dpi, macrophage receptor with collagenous structure (Marco), a scavenger receptor on macrophages that regulates phagocyte innate immune responses, was one of the most significantly upregulated genes (Jing et al., 2013; Figure 2D and Supplementary Table S2). 

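Marco, a scavenger receptor that binds bacteria and debris, had 21.5 ± 7.74 normalized counts (SD, n = 4) at 14 dpi and 13.4 ± 8.69 (SD, n = 4) in sham. It was above background in 1 of 4 injured samples and in 0 of 4 sham samples and was not tested. Its adjusted p in edgeR was 0.3 without the background filter. Tlr2 and Cd14, other receptors for microbial and damage signals, did rise, with log2 fold changes of 1.47 (standard error 0.19) and 0.94 (0.20). Tlr2 and Cd14 did not pass with positive-control factors alone (log2 fold changes 1.31 and 0.72; adjusted p = 0.074 and 0.489).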

The complement system is another key mediator of the systemic innate inflammatory response which participates in many functions, including opsonization, phagocytosis, immune cell chemotaxis, and cell lysis, among others (Hammad et al., 2018). We found significant increases in gene expression of complement components C1s, C3, and C4a, which is consistent with an important role for complement at the subacute time point (Yager et al., 2008; Alawieh et al., 2018; Hammad et al., 2018). These data suggest increased capacity for phagocytosis at 14 dpi, possibly to promote debris clearance caused by injury. 

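C3, C4a, C1qa and Serping1 rose at 14 dpi. C3, the central component, was at 54.3 ± 25.2 normalized counts (SD, n = 4) in sham and had a log2 fold change of 1.95 (standard error 0.40, adjusted p = 0.00197 in edgeR). C4a had 1.63 (0.24, adjusted p = 8.7e-05) and C1qa, a chain of the recognition molecule of the classical pathway, 0.50 (0.13, adjusted p = 0.00685). Serping1, the inhibitor of C1, rose from a sham group with no sample above background, at least 1.04-fold. C1s was above background in 1 of 4 injured samples and in 0 of 4 sham samples, and its adjusted p without the background filter was 0.0642. Of 10 complement genes on a list fixed beforehand these 4 rose and none fell (4 when adjusted over the list alone), against 4 and 2 with TMM factors, and the list did not pass by camera (adjusted p = 0.342). C3 and C4a are the tested genes that the study named, and their rise (2 when adjusted over the list alone) is no independent evidence. Serping1 did not pass without R1L03, R1L04, R1L09, R1L10 or R1L12 (adjusted p up to 0.103).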

Interestingly, we also found significant upregulation of CD69, which is an immunomodulatory molecule induced during lymphocyte activation, deficiency of which has been recent found to associate with poor outcome after ischemic stroke (Brait et al., 2019; Figure 2D and Supplementary Table S2).

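Cd69, an early activation marker of lymphocytes, had 27.6 ± 7.97 normalized counts (SD, n = 4) at 14 dpi and 15.4 ± 9.04 (SD, n = 4) in sham, with 1 of the 8 samples above background, so that it was not tested. Without the background filter the adjusted p in edgeR was 0.12. None of 7 T cell markers passed at 14 dpi in either direction (none when adjusted over the list alone).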

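Prim1, a DNA primase subunit, and Cxcl3 were at or near background at 14 dpi. Prim1 had 13.7 ± 6.89 normalized counts (SD, n = 4) against 25.5 ± 13.4 (SD, n = 4) in sham, and an adjusted p of 0.149 in edgeR. Cxcl3 had 14.9 ± 5.82 and an adjusted p of 0.417. Neither gene was above background in any 14 dpi sample, and each was above it in 1 of 4 sham samples. Both passed when the negative-control mean was subtracted before the test (adjusted p = 0.0477 and 0.0329), and Prim1 with DESeq2's own size factors (0.0414).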

DNA Primase Subunit 1 (Prim1) and Cxcl3 were among the most downregulated genes at 14 dpi (Supplementary Table S2). Cxcl3 plays a key role in promoting neutrophil migration across epithelial barriers (Szmydynger-Chodobska et al., 2009; Liu et al., 2018). The finding that Cxcl3 is downregulated by 14 dpi is consistent with reduction of neutrophil infiltration at 7 days after CCI in rodents (Clark et al., 1994). Downregulation of a cyclic AMP (cAMP) pathway in the acute stages post-injury also persisted to 14 dpi (Atkins et al., 2007; Figure 2D). Restoration of cAMP levels in a fluid-percussion injury and other models of CNS injury was associated with improved functional outcome (Block et al., 1997; Nikulina et al., 2004; Atkins et al., 2007). Together, our findings suggest a dynamic gene expression response to CCI in microglia that is apparent at 14 dpi and includes reinstating TGF beta and IFNγ pathway gene expression as well as induction of phagocytosis pathways including complement.

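Of the 101 genes lower than sham at 2 dpi, 14 were still lower at 14 dpi. Genes picked for low values at 2 dpi are favoured to rise from those same samples, so no rise is counted among them. Of all 359 tested genes, 142 were higher and 10 lower at 14 than at 2 dpi in edgeR (44 and 23 with TMM factors). Of 20 IFN-γ response genes 15 rose between the time points and none fell (15 when adjusted over the list alone; 5 with TMM factors). C1qa, Ctss, Ptafr and Ptpn2 were lower than sham at 2 dpi and higher at 14 dpi. C1qa at 2 dpi did not pass without R1L02, R1L05, R1L07 or R1L08 (adjusted p up to 0.103), nor did Ptafr at 2 dpi without R1L02, R1L03, R1L05, R1L07 or R1L08 (adjusted p up to 0.15). Ptpn2 at 2 dpi did not pass without R1L02, R1L03, R1L05 or R1L07 (adjusted p up to 0.0872), nor did Ptafr at 14 dpi without R1L01, R1L04, R1L10, R1L11 or R1L12 (adjusted p up to 0.106). Ptpn2 at 14 dpi did not pass without R1L01, R1L03, R1L04, R1L10, R1L11 or R1L12 (adjusted p up to 0.153). Ptafr at 14 dpi was not called with positive-control factors alone (log2 fold change 0.30, adjusted p = 0.834) or DESeq2's own size factors (0.39, 0.058). From higher TGF-β, IFN-γ and complement genes, the paper proposes a dynamic response at 14 dpi that reinstates the cytokine pathways and induces phagocytosis.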

### Microglia Gene Expression in the Chronic Phase Post-injury (60 Dpi)

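Genes of class II antigen presentation were among those that rose most at 60 dpi. Cd74, the invariant chain, went from 841 ± 178 normalized counts (SD, n = 4) in sham to 5740 ± 375 (SD, n = 3), a log2 fold change of 2.77 (standard error 0.20, adjusted p = 4.59e-09 in edgeR). H2-Eb1 (log2 fold change 2.72, standard error 0.25), H2-Aa (2.54, 0.23) and H2-Ab1 (2.38, 0.24) rose too, as did Cybb, the phagocyte NADPH oxidase (2.52, 0.37), C3 (2.24, 0.42) and Cdh5, a cadherin of endothelial cells (2.23, 0.41). Tlr8 rose at least 1.91-fold over a sham group not above background. Among the 40 genes that were lower were Fcgr3, an Fc receptor that went from 820 ± 84.9 to 121 ± 20.9 (log2 fold change -2.76, standard error 0.20), Il21r (-1.92, 0.21), Nfkb1 (-1.60, 0.23) and Csf1. Icam5, Lilrb4, Mapk11 and Cfb fell to counts not above background, at least 2.25-fold, 2.57-fold, 1.36-fold and 1.07-fold. Of 7 class II genes on a list fixed beforehand 4 rose and none fell (4 when adjusted over the list alone). Their rank among all genes had an adjusted p of 4.81e-05 by camera and of 0.358 with an estimated correlation. Markers of other cells rose as well: 6 of 8 endothelial and pericyte markers, 7 of 8 monocyte markers and 3 of 7 neutrophil markers (6, 7 and 5 when adjusted over the list alone). The monocyte count was 4 without R1L01 and 3 without R1L03, R1L04, R2L10 or R2L11, and the neutrophil count was 5 without R1L04. All 3 samples are from the second run, and with TMM factors 76 genes were higher and 67 lower.

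**Figure D4:**
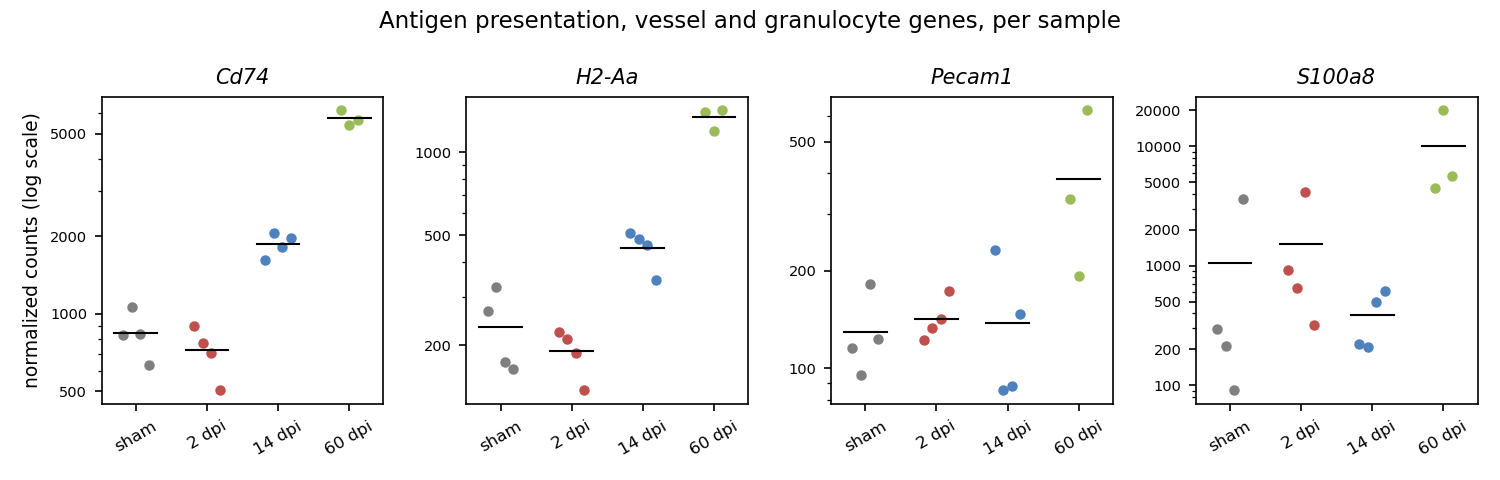
Normalized counts (y axis, log scale) of Cd74, H2-Aa, Pecam1 and S100a8 in each sample (points) of the sham, 2, 14 and 60 dpi groups (x axis), with the mean (line). For H2-Aa the 3 samples at 60 dpi lie between 1196 and 1413, all above the other groups, and S100a8 spans 4469 to 19850 at 60 dpi.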

In the chronic phase post-injury, we observed 191 genes significantly changed, including 120 genes that were upregulated and 71 downregulated compared to sham (Figures 2A,B and Supplementary Table S3). 

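Chemokine genes made up a share of what rose at 60 dpi. Ccl7, a monocyte chemoattractant, went from 35.4 ± 8.41 normalized counts (SD, n = 4) in sham to 228 ± 88.0 (SD, n = 3), a log2 fold change of 2.67 (standard error 0.39, adjusted p = 5.35e-05 in edgeR). Ccl2 had 1.49 (0.24) and its receptor gene Ccr2 1.60 (0.31). Of 18 chemokine genes on a list fixed beforehand 7 rose (Ccl2, Ccl7, Ccl11, Ccl22, Cxcl11, Cxcl12 and Ppbp) and 1 fell (7 and 1 when adjusted over the list alone; 7 and 2 with TMM factors; none fell without R2L11). Of 9 chemokine receptors Ccr2, Ccr9 and Cxcr4 rose and Cx3cr1 fell (3 and 1 when adjusted over the list alone). Of 18 interleukins and TNF-family cytokines Il1b, Il13, Tnfsf10 and Tnfsf12 rose and Csf1 fell (3 and 1 when adjusted over the list alone). Among T cell markers Cd3d and Lef1 rose (2 of 7 tested; 2 when adjusted over the list alone; 1 without R2L11). These samples also carried the higher endothelial, monocyte and neutrophil markers. Ccr9 did not pass without R1L03, R1L04, R2L09, R2L10 or R2L11 (adjusted p up to 0.137), nor did Cx3cr1 without R1L02, R1L03, R2L10 or R2L11 (adjusted p up to 0.077). Il1b did not pass without R1L01, R1L03, R1L04, R2L09, R2L10 or R2L11 (adjusted p up to 0.114), nor did Lef1 without R2L11 (adjusted p = 0.0969). Il1b was not called with positive-control factors alone (log2 fold change 0.85, adjusted p = 0.266) or no background filter (0.93, 0.0661). Tnfsf12 did not pass with positive-control factors alone (log2 fold change 1.13, adjusted p = 0.0712). From the adaptive, innate, cytokine and chemokine genes that rose, the paper proposes an evolution toward a pro-inflammatory state.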

Upregulated genes in the chronic phase were involved in adaptive and innate immune pathways as well as cytokine and chemokine signaling, suggesting an evolution toward a pro-inflammatory state in the chronic period (Supplementary Table S3). For instance, compared to sham, many genes in the IFNγ cytokine signaling pathway were significantly upregulated compared to sham at 60 dpi (Figure 4).

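IFN-γ response genes changed in both directions at 60 dpi. Psmb9 went to 203 ± 22.7 normalized counts (SD, n = 3) from 87.9 ± 22.9 (SD, n = 4) in sham, a log2 fold change of 1.23 (standard error 0.20, adjusted p = 0.000128 in edgeR). Nos2, the inducible nitric oxide synthase (1.06, 0.33), Jak2 (0.58, 0.18) and Tap1 (0.49, 0.14) rose, and Cxcl11 rose at least 2.12-fold over a sham group not above background. Irf8 and Fcgr1 fell. Irf1 had a log2 fold change of -0.35 (adjusted p = 0.149). Of 20 genes on the fixed list 6 rose and 2 fell (6 and 2 when adjusted over the list alone), 4 and 5 with TMM factors, and 3 rose without R2L11. Of 11 type I interferon response genes 4 rose and none fell (4 when adjusted over the list alone), 2 without R1L03 or R1L04 and 0 without R2L11. Jak2 and Nos2 did not pass without R1L04, R2L09 or R2L11 (adjusted p up to 0.0955 and 0.0811).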

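Il3, a growth factor of myeloid progenitors, had 44.8 ± 7.67 normalized counts (SD, n = 3) at 60 dpi and 8.43 ± 5.24 (SD, n = 4) in sham. No sample of either group was above background, since the second run's limit was higher, so the gene was not tested and no fold is given. Without the background filter its adjusted p in edgeR was 0.000119. The negative control NEG_B rose between the same groups by 45.7 normalized counts.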

Il-3, a cytokine which stimulates proliferation of myeloid lineage cells was one of the most induced genes at 60 dpi (Figure 2E). Interestingly, injection of Il-3 and granulocyte macrophage colony stimulating factor together from 2 to 7 days after stab wound injury in rats attenuates brain tissue loss and improves motor function at 2 months, suggesting a reparative function for increased IL-3 (Nishihara et al., 2011). Tumor necrosis factor receptor superfamily member 8 (Tnfrsf8) was also one of the most significantly upregulated genes at 60 dpi, and is known to regulate the proliferative potential of autoreactive CD8 effector T cells and protect the body against autoimmunity (Oflazoglu et al., 2009; Figure 2E). 

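Tnfrsf8, which encodes CD30, was above background in all 3 samples at 60 dpi, at 83.0 ± 14.2 normalized counts (SD, n = 3), and in none of the 4 sham samples. It was at least 2.35-fold higher (adjusted p = 1.11e-05 in edgeR). Its rise was larger than that of the negative control that was high in the second run.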

We also found significant upregulation of IL-21 (Figure 2E). 

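Il21, a cytokine of T helper cells, had 40.1 ± 7.65 normalized counts (SD, n = 3) at 60 dpi and 13.0 ± 7.72 (SD, n = 4) in sham, with no sample above background. It was not tested, and without the background filter the adjusted p in edgeR was 0.00844. The receptor gene Il21r fell at the same time point.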

IL-21 is known to regulate immune responses by promoting antibody production, T cell-mediated immunity, and NK cell and CD8^+^ T cell cytotoxicity; inhibiting IL-21 in experimental stroke correlated with improved behavioral outcome (Clarkson et al., 2014).

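Hif1a, the oxygen-sensitive subunit of hypoxia-inducible factor 1, was at background at 60 dpi. It went from 156 ± 20.0 normalized counts (SD, n = 4) in sham to 7.76 ± 4.23 (SD, n = 3), with no 60 dpi sample above background. It was at least 2.7-fold lower (adjusted p = 4.59e-09 in edgeR), and against 14 dpi, when it was at 426 ± 114, at least 7.38-fold lower. The 60 dpi samples are the only deposited ones of their run.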

Several TBI studies observed significant upregulation of hypoxia-inducible transcription factor-1α (HIF-1α) acutely post-injury (Ding et al., 2009; Huang et al., 2010), we found significant downregulation of HIF-1*α* at 60 dpi (Figure 2E and Supplementary Table S3). HIF-1α upregulates genes involved with blood–brain barrier (BBB) disruption (Yan et al., 2011), edema formation (Higashida et al., 2011), and apoptosis (Bruick, 2000). A recent study in a closed head injury model showed that the inhibition of HIF-1α was associated with worse motor deficit, hypothermia, and increased lesion size, suggesting a role for HIF-1α in recovery after TBI (Umschweif et al., 2013). The correlation between HIF-1α downregulation at 60 dpi and long-term outcome cognitive deficits after CCI may suggest a functional role for HIF-1α in the chronic period.

### Microglial Gene Expression Over the Course of CCI

In order to identify genes that follow a specific pattern over the three study time points, we performed pattern-oriented time-series modeling and clustering. According to pairwise comparisons, there were 191 genes with significant time-dependent changes when we compared sham vs. 60 dpi (FDR < 0.05). 

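Here 130 genes were called between sham and 60 dpi. Of the 359 tested genes, called or not, 127 had every 60 dpi sample above, or every one below, all sham samples, which chance gives for 5.71% of genes. From 14 to 60 dpi 78 genes rose, among them Cd74 (log2 fold change 1.62, standard error 0.19), and 80 fell, among them Fcgr3 (-3.09, 0.21), Irf1 (-1.38, 0.19) and Tnf (-1.76, 0.37). These 158 calls compare the first run with the second. The calls are from edgeR.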

Focusing on genes that were changed at 60 dpi, we built a clustering model to study their expression patterns over time (e.g., compared to 2 and 14 dpi). 

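The clustering was repeated on the genes called here at 60 dpi, with the cutoffs of the highest p-measurement, 0.3 and 0.075. It gave 32 patterns, 14 of them with no noisy step. The commonest were a fall, a rise and a fall over the 3 intervals (16 genes) and a late rise after noisy steps (16 genes). The class II genes Cd74 and H2-Aa were stable, then noisy, then up. Clusters rest on group means without a test, and the last interval is also the change of run.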

We found 13 meaningful clusters; 10 clusters had less than 5 genes, and 3 clusters with more than 5 genes are described below (Supplementary Table S4 and Supplementary Figure S3).

The first cluster included 52 genes which were stable at 2 and 14 dpi and significantly upregulated at 60 dpi. 

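Cdh5 and Pecam1, of endothelial cells, and Cd163, of border macrophages, were stable, stable and up in the repeated clustering. Other vessel markers were not, with Vcam1 stable, up and up, and Abcb1a, Cxcl12 and Icam2 stable, noisy and up. Against sham Cd163 had at 60 dpi a log2 fold change of 1.92 (standard error 0.40, adjusted p = 0.00112 in edgeR). Of the paper's 52 genes in this cluster 39 were tested. At 60 dpi 33 of them were higher than sham, and 36 were higher than at 14 dpi. At 2 dpi none was called, and at 14 dpi 1 was higher than sham. The repeated clustering put 6 genes into the stable-stable-up pattern, and between 1 and 34 with the 99 other cutoff pairs. The paper's genes were grouped on these samples, so the counts are no independent evidence of the pattern.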

Genes in this cluster were involved in secondary injury mechanisms including cytokine receptor and cytokines interactions, chemokine receptors, and immune, adaptive immune system, and cell-mediated toxicity. 

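Of the paper's 8 genes in this cluster, 6 were tested and all 6 were higher than sham at 60 dpi. The number higher already at 14 dpi was 3, and 3 rose from 14 to 60 dpi (1 without R1L09 or R2L09). None was called at 2 dpi. These genes were grouped on the same samples. Cd5, a surface receptor of T cells, was not above background in any sample of the sham or 60 dpi groups. The repeated clustering gave 4 genes this pattern, Vcam1, H2-Ab1 and Cd40 among them, and 0 to 11 with other cutoff pairs. Vcam1 alone of the 4 is in the paper's cluster. Cd40 was not above background in any 60 dpi sample.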

The second cluster included eight genes which were stable during acute but became significantly upregulated over the subacute and chronic time points post-injury. Two genes were involved in INF gamma signaling including (IRF3 and VCAM) and two other genes in hemostasis including (CLU, CD48). 

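Irf3, a transcription factor of interferon induction, went from 39.8 ± 14.8 normalized counts (SD, n = 4) in sham to 97.0 ± 22.7 (SD, n = 3) at 60 dpi, a log2 fold change of 1.33 (standard error 0.31, adjusted p = 0.00259 in edgeR). Vcam1, an adhesion molecule of activated endothelium, had 1.78 (0.27, adjusted p = 7.33e-05). Cd48 had 0.78 (0.19) and Tnfsf12, a TNF-family ligand, 1.31 (0.22). Clu, the chaperone clusterin that astrocytes make, had 1.53 (0.53, adjusted p = 0.0372), with a spread of 366 ± 367 normalized counts at 60 dpi, and did not pass without R1L02, R1L03, R1L04 or R2L11 (adjusted p up to 0.552). Without R2L11 its log2 fold change was 0.29, so that sample carries most of the rise. Clu was not called with TMM factors (log2 fold change 1.43, adjusted p = 0.0546), no background filter (1.53, 0.0583), only the 2 groups in the fit (1.53, 0.198) or the authors' values and limma (1.23, 0.121). Cd48 and Tnfsf12 did not pass with positive-control factors alone (log2 fold changes 0.49 and 1.13; adjusted p = 0.548 and 0.0712).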

TNFSF12 and CD5 were also upregulated in this manner. The third cluster included five genes which were stable during acute and subacute time points and became significantly downregulated at chronic stages post-injury. 

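Of the paper's 5 genes in this cluster 4 were tested, and 2, Bax and Itgb2, were lower than sham at 60 dpi. Itgb2, the beta 2 integrin that pairs with CD11b, went from 978 ± 133 normalized counts (SD, n = 4) to 417 ± 78.6 (SD, n = 3), a log2 fold change of -1.23 (standard error 0.18, adjusted p = 3.23e-05 in edgeR). Bax, a promoter of apoptosis, fell at least 1.02-fold, to counts not above background. Psmb7 had an adjusted p of 0.0516 and passed without R1L02 (0.0428), and C1qbp a log2 fold change of -0.58 (adjusted p = 0.0615). With TMM factors Psmb7 (0.0153) and C1qbp (0.0129) passed. Fadd was not above background in either group. From 14 to 60 dpi 3 of the 4 fell. The repeated clustering put 0 genes into this pattern, and at most 3 with other cutoff pairs.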

Three genes involved in apoptosis were FADD, BAX, PSMB7, and two others involved in complement activation including ITGB2 (integrin, beta 2) (a complement component 3 receptor 3 and 4 subunit) as well as C1QBP (complement component 1, q subcomponent binding protein) (Supplementary Figure S3).

### Changes in Microglia Sensome Genes After CCI

One of the major functions of microglia is sensing changes in the brain environment including injury signals (Hickman et al., 2018). Our group has previously identified 100 genes involved in this process that constitute what we termed the microglia “sensome” (Hickman et al., 2013). To determine the effects of CCI on the microglial sensome, we analyzed the pattern of changes of the sensome genes in response to CCI. Sensome genes that were significantly changed by CCI in a unique and time-dependent pattern (Figure 3A). 

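Among receptors of the sensome more fell than rose at 2 dpi. Of 49 tested sensome genes on a list fixed before the data were examined 22 fell and 1, Tlr2, rose (22 and 1 when adjusted over the list alone). Those that fell included the fractalkine receptor Cx3cr1 (log2 fold change -0.89, standard error 0.15), Csf1r, the receptor for the survival factor of microglia (-0.70, 0.16), and Ifngr1 (-0.82, 0.16). Tlr2 went from 375 ± 54.9 normalized counts (SD, n = 4) to 635 ± 121 (SD, n = 4), a log2 fold change of 0.76 (0.18, adjusted p = 0.00493 in edgeR). Clec5a, an activating lectin receptor, went from 187 ± 9.41 to 141 ± 11.8 (-0.41, 0.13, adjusted p = 0.0224), and did not pass without R1L02, R1L05, R1L07 or R1L08 (adjusted p up to 0.0706). With TMM factors 14 were called lower and 2 higher, and the median log2 fold change of the 22 was -0.50 against -0.77. With positive-control factors alone none of either passed in edgeR (1 lower and 1 higher at an unadjusted p under 0.05), while the median of the 22 was -0.65 and their median standard error 0.46 against 0.17. By camera the list ranked low among all genes with an adjusted p of 0.00502, and 0.667 with an estimated correlation. In the same samples 5 of 8 monocyte markers rose (5 when adjusted over the list alone; 3 without R1L05), with an adjusted p of 1.54e-05 by camera and of 0.232 with an estimated correlation. Clec5a was not called with TMM factors (log2 fold change -0.16, adjusted p = 0.334), positive-control factors alone (-0.25, 0.907), DESeq2's own size factors (-0.14, 0.539), the additive background test (-0.41, 0.065), no background filter (-0.41, 0.0529) or only the 2 groups in the fit (-0.41, 0.0589).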

Of the 46 sensome genes examined, we found the majority of sensome genes downregulated at 2 dpi with statistically significant downregulation of 21 of these genes and only 2 genes (Clec5a and Tlr2) that were significantly upregulated. Sensome gene expression began to normalize at 14 dpi with only some sensome genes that were upregulated (Tlr2, Cd86, Tyrobp, Ptafr, Icam1, Icam4, Ccrl2, Cd14, CD22, CD48, CD74) and five genes were significantly downregulated (Selplg, Gpr183, Ccr5, Lair1, Tnfrsf13b). 

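At 14 dpi 10 of the sensome genes were higher than sham and 4 lower. Ccrl2, an atypical chemoattractant receptor, went from 801 ± 136 normalized counts (SD, n = 4) to 1947 ± 398 (SD, n = 4), a log2 fold change of 1.28 (standard error 0.22, adjusted p = 0.000279 in edgeR). Cd22 (1.58, 0.28), Icam1 (1.19, 0.24) and Cd74 (1.15, 0.18) rose. Icam4, Ptafr, Tyrobp and Cd48 rose too (adjusted p = 0.0192, 0.0385, 0.0275 and 0.0461), but each of these calls ended without single samples, R1L04, R1L10 and R1L12 among them in every case, with adjusted p up to 0.077, 0.106, 0.0753 and 0.12. The calls of Ptafr and Tyrobp also ended without R1L01 or R1L11, and that of Cd48 without R1L01, R1L03 or R1L11. Without R1L04, R1L10 or R1L12 the number that rose was 6. Among the 4 lower genes were Gpr183 (-0.77, 0.20), Lair1 (-0.62, 0.17) and Tnfrsf13b (adjusted p = 0.0461, not passing without R1L01, R1L02, R1L03, R1L09, R1L10, R1L11 or R1L12, up to 0.153). The number that fell was 2 without R1L12, and Lair1 then had an adjusted p of 0.0536. Selplg was not tested, being above background in 1 of 8 samples. When adjusted over the list alone 11 rose and 4 fell, and with TMM factors 8 rose and 11 fell. The sensome genes named in the text were chosen on these samples: 10 of 11 tested rose and 4 of 4 fell (11 and 4 when adjusted over the list alone), which is no independent evidence. The fixed list gave the same counts, 10 and 4, and is no separate evidence there. Icam4 was not called with positive-control factors alone (log2 fold change 0.74, adjusted p = 0.295) or only the 2 groups in the fit (0.98, 0.0601). Ptafr was not called with positive-control factors alone (log2 fold change 0.30, adjusted p = 0.834) or DESeq2's own size factors (0.39, 0.058). Tyrobp was not called with TMM factors (log2 fold change 0.30, adjusted p = 0.0686), positive-control factors alone (0.28, 0.844), DESeq2's own size factors (0.31, 0.0694), the additive background test (0.49, 0.0861) or the authors' values and limma (0.43, 0.0524). Cd48 was not called with TMM factors (log2 fold change 0.32, adjusted p = 0.0607), positive-control factors alone (0.34, 0.812), DESeq2's own size factors (0.32, 0.0856), the additive background test (0.57, 0.0541), no background filter (0.50, 0.0707), only the 2 groups in the fit (0.50, 0.0719) or the authors' values and limma (0.53, 0.0525). Tnfrsf13b was not called with positive-control factors alone (log2 fold change -0.64, adjusted p = 0.489), the additive background test (-0.64, 0.0686), no background filter (-0.57, 0.0708) or only the 2 groups in the fit (-0.57, 0.108). Ccrl2, Icam1, Cd74, Gpr183 and Lair1 did not pass with positive-control factors alone (log2 fold changes 1.02, 0.90, 1.01, -0.86 and -0.72; adjusted p = 0.225, 0.295, 0.225, 0.325 and 0.488).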

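At 60 dpi 5 sensome genes were higher than sham, Cd74, Cd22, Cd48, Tyrobp and Ltf, and 10 were lower, among them Fcgr3, Fcgr1, Fcgr4, Cx3cr1, Il21r and Itgb2 (4 and 10 when adjusted over the list alone). Cd22, an inhibitory sialic acid receptor, had a log2 fold change of 1.07 (standard error 0.30, adjusted p = 0.00888 in edgeR), and did not pass without R2L09 (0.0671). Tyrobp, the adaptor of Trem2, had 0.45 (0.17, adjusted p = 0.0403). Ltf, a granule protein of neutrophils, had 1.70 (0.64, adjusted p = 0.0468), and was above background in 1 of 3 injured and 1 of 4 sham samples. Tyrobp did not pass without R1L01, R1L03, R1L04, R2L09 or R2L10 (adjusted p up to 0.201), nor did Ltf without R1L02, R1L03, R1L04, R2L10 or R2L11 (adjusted p up to 0.173). Cx3cr1 did not pass without R1L02, R1L03, R2L10 or R2L11 (adjusted p up to 0.077), nor did Fcgr4 without R1L01, R2L10 or R2L11 (adjusted p up to 0.0994). The number that rose was 3 without R1L03, R1L04, R2L09 or R2L10, and the number that fell 6 without R2L11. With TMM factors 3 rose and 18 fell. The study named the 5 higher genes from these samples, so they are no independent evidence. Tyrobp was not called with TMM factors (log2 fold change 0.32, adjusted p = 0.0723), positive-control factors alone (0.15, 0.865), DESeq2's own size factors (0.29, 0.104), the additive background test (0.45, 0.118), no background filter (0.45, 0.0546) or only the 2 groups in the fit (0.45, 0.108). Ltf was not called with TMM factors (log2 fold change 1.59, adjusted p = 0.0626), positive-control factors alone (1.62, 0.211), DESeq2's own size factors (1.49, 0.0727), the negative-control mean subtracted (2.86, 0.185), the additive background test (3.85, 0.11), no background filter (1.68, 0.0538) or the authors' values and limma (2.66, 0.166). Cd22 and Cd48 did not pass with positive-control factors alone (log2 fold changes 0.90 and 0.49; adjusted p = 0.142 and 0.548).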

The trend continued at 60 dpi, where only five sensome genes remained upregulated (Tyrobp, Cd74, Ltf, CD22, CD48) (Figure 3A). Sensome genes, like TREM2, (triggering receptor expressed on myeloid cells 2), which play a key role in transforming microglia from a homeostatic to a neural disease-associated state was also found to be downregulated at 2 dpi followed by upregulation at later time points (Hickman and El Khoury, 2014; Figure 3A).

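Trem2, a lipid-sensing receptor of microglia, went from 1643 ± 271 normalized counts (SD, n = 4) in sham to 1183 ± 154 (SD, n = 4) at 2 dpi, a log2 fold change of -0.47 (standard error 0.16, adjusted p = 0.0249 in edgeR). It did not pass without R1L02, R1L03, R1L05, R1L07 or R1L08 (adjusted p up to 0.082). From 2 to 14 dpi it rose to 2060 ± 53.8, a log2 fold change of 0.80 (0.16, adjusted p = 0.000676). Against sham the log2 fold change was 0.33 (adjusted p = 0.136) at 14 dpi and 0.17 (adjusted p = 0.477) at 60 dpi, at 1846 ± 351 normalized counts (SD, n = 3). Trem2 was not called with TMM factors (log2 fold change -0.21, adjusted p = 0.254), positive-control factors alone (-0.35, 0.878), DESeq2's own size factors (-0.19, 0.309) or the additive background test (-0.47, 0.0699).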

Together, the data suggest a biphasic pattern of changes in the sensome genes represented by initial downregulation at 2 dpi followed by return to baseline of the majority of these genes at 14 and 60 days (Figure 3A). These changes suggest that there may be dysregulation in ability of microglia to sense tissue damage, perform housekeeping, and maintain hemostasis in the early stages after CCI with possible subsequent recovery over time.

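Of the 22 sensome genes lower than sham at 2 dpi, 4 were still lower at 14 dpi, and 6 were lower at 60 dpi. From 2 to 14 dpi 32 of the 49 sensome genes rose and none fell (33 when adjusted over the list alone; 142 of all 359 tested genes rose), among them Cx3cr1 (log2 fold change 0.63, standard error 0.15) and Csf1r (0.45, 0.16). With TMM factors 10 rose and 1 fell. From 14 to 60 dpi 4 rose and 15 fell (4 and 15 when adjusted over the list alone; 2 rose without R2L09). Csf1r from 2 to 14 dpi did not pass without R1L05, R1L07, R1L08, R1L09 or R1L10 (adjusted p up to 0.0941). From the lower sensome genes at 2 dpi and their return, the paper proposes a biphasic pattern, with an early dysregulation of sensing and a possible recovery. The calls are from edgeR.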

### Cytokine Gene Expression Signatures After CCI

To determine the time-dependent effect of TBI on the microglia cytokine pathways, we mined our gene set for cytokine regulated genes as defined by Xue et al. (2014). As we observed with sensome genes, we also found a time-dependent change in genes involved in cytokine pathways following TBI. 

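Genes of the homeostatic state of microglia fell at 2 dpi. Of 16 tested homeostatic genes on a list fixed before the data were examined 15 fell and none rose (16 fell when adjusted over the list alone), among them Maf, Cd81, C1qb and Cd164. Tgfbr1, Tgfbr2, Smad3 and Tgfb1 are on this list and on that of TGF-β signaling, so the falls of the 2 lists are in part those of the same genes. The median log2 fold change of the 16 was -0.72, against that of all genes given earlier. By camera the list ranked low with an adjusted p of 0.000206, and 0.667 with an estimated correlation. With TMM factors 10 of the 15 were still called lower, and their median log2 fold change was -0.45 against -0.73. With positive-control factors alone none of the 15 passed in edgeR (none at an unadjusted p under 0.05). All 15 were below sham there, as genes picked for clear falls mostly would be, with a median of -0.59 and a median standard error of 0.46 against 0.16. In the same samples 5 of 8 monocyte markers rose (5 when adjusted over the list alone; 3 without R1L05). Maf did not pass without R1L02 or R1L07 (adjusted p up to 0.0808), nor did Cd81 without R1L02, R1L03, R1L05, R1L07 or R1L08 (adjusted p up to 0.0901). C1qb did not pass without R1L02, R1L05 or R1L07 (adjusted p up to 0.0744).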

Interestingly, in parallel to changes in the sensome changes, we found downregulation of genes involved in the TGFβ pathway at 2 dpi (Figure 3B) TGF-β is required for maintaining the microglial homeostatic state (Butovsky et al., 2014) and is likely needed for maintaining expression of sensome genes. Our data suggest that downregulation of sensome genes at 2 dpi is possibly linked to downregulation of the TGFβ pathway at this early time point post-injury.

In contrast to sensome and TGFβ pathway genes, genes from various cytokine pathways were mostly upregulated at 14 dpi. These include genes from pro- and anti-inflammatory pathways such as IL-6, Interferon-gamma (proinflammatory), and IL-4 and IL-10 (anti-inflammatory) indicating a mixed pattern of gene regulation (Figures 4, 5) that participate in injury and repair mechanisms. 

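At 14 dpi some genes of the NF-κB pathway and of class I antigen presentation rose, but few of the JAK-STAT pathway. Of all 359 tested genes 77 rose and 15 fell. Of the NF-κB pathway list, fixed beforehand, 7 of 18 rose, Nfkb2 (log2 fold change 0.80, standard error 0.20), Relb (1.00, 0.21), Nfkbia and Tnfaip3 among them, and Chuk and Card9 fell (8 and 2 when adjusted over the list alone; 6 and 4 with TMM factors). The number that fell was 1 without R1L01, R1L02, R1L03, R1L09, R1L10, R1L11 or R1L12. Nfkbia and Tnfaip3 encode inhibitors of that pathway. Of 6 class I antigen-presentation genes 4 rose, B2m, H2-K1, Tap1 and Tapbp (4 when adjusted over the list alone). Of 15 JAK-STAT genes 2 rose, Ptpn2, a phosphatase, among them (1 when adjusted over the list alone), and 1 without R1L01, R1L03, R1L04, R1L10, R1L11 or R1L12. With TMM factors 1 rose and 5 fell. Il1rn, an antagonist, and Il1b rose together, Il1b to 917 ± 110 normalized counts (SD, n = 4), a log2 fold change of 1.88 (0.33, adjusted p = 0.000577 in edgeR). Il10ra, the receptor for interleukin 10, had 0.20 (adjusted p = 0.492). H2-K1 did not pass without R1L01, R1L04 or R1L12 (adjusted p up to 0.0846), nor did Il1rn without R1L11 (adjusted p = 0.0616). Chuk did not pass without R1L01, R1L02, R1L03, R1L09, R1L10, R1L11 or R1L12 (adjusted p up to 0.111), nor did Ptpn2 without R1L01, R1L03, R1L04, R1L10, R1L11 or R1L12 (adjusted p up to 0.153). Chuk was not called with positive-control factors alone (log2 fold change -0.70, adjusted p = 0.455), the additive background test (-0.61, 0.0515) or no background filter (-0.54, 0.0616). Tap1 was not called with TMM factors (log2 fold change 0.34, adjusted p = 0.0607), positive-control factors alone (0.38, 0.776) or DESeq2's own size factors (0.34, 0.065). Il1rn was not called with the authors' values and limma (log2 fold change 2.60, adjusted p = 0.0835). Card9 did not pass with positive-control factors alone (log2 fold change -0.83, adjusted p = 0.349).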

Our data are consistent with other TBI studies which suggest that the role of microglia in the CCI model is more complex than the oversimplified prior classification of M1 vs. M2 (Kumar et al., 2016; Morganti et al., 2016b). This mixed state appears to persist at 14 and 60 dpi.

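At 60 dpi the NF-κB pathway had 4 genes higher, Nfkb2, Rela, Nfkbia and Ikbke, and 2 lower, Nfkb1 and Traf2, of 18 (4 and 2 when adjusted over the list alone; 4 and 2 with TMM factors). Of 6 class I antigen-presentation genes H2-K1, Tap1 and Psmb9 rose (3 when adjusted over the list alone; 1 with TMM factors). Il6 was at 50.1 ± 7.15 normalized counts (SD, n = 3) and had an adjusted p of 0.782 in edgeR. That level is close to the background limit of the second run, 57.1 to 67.7 raw counts, so a fall of Il6 could be hidden. Tnf was at 541 ± 224, a log2 fold change of -0.76 (standard error 0.36, adjusted p = 0.107; 0.0312 with TMM factors). Between 14 and 60 dpi Tnf fell, as given above. H2-K1 did not pass without R1L01, R1L02, R1L04, R2L09 or R2L10 (adjusted p up to 0.215), nor did Nfkb2 without R2L09 (adjusted p = 0.078).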

**FIGURE 5:**
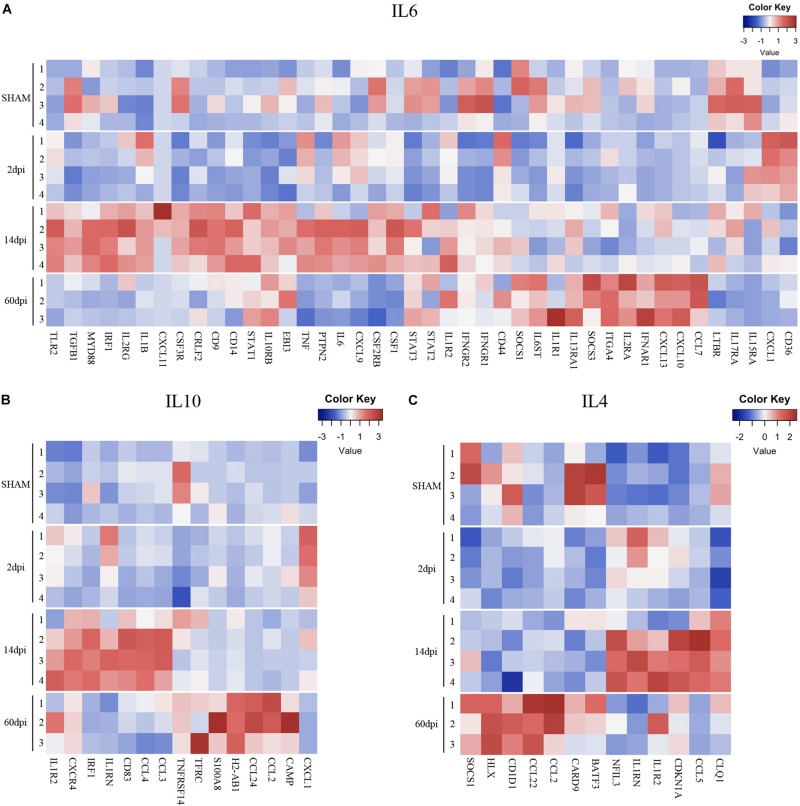
Pro- and anti-inflammatory cytokine gene expression profiles after TBI. Heatmap of normalized gene expressions profiles for **(A)** IL6, **(B)** IL10, and **(C)** IL4 signaling pathways.

Interestingly, a pattern of regulation of cytokine pathways genes including IL-10, IL-4, interferon gamma, and IL-1 emerged. Genes upregulated at 14 dpi returned to baseline at 60 dpi, whereas genes that remained stable at 14 dpi were upregulated at 60 dpi (Figures 4, 5). Such pattern suggests a defined sequence of gene expression changes post-TBI.

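Of the 77 genes higher than sham at 14 dpi, 46 were not called at 60 dpi, 27 were still higher and 4 were lower. The 4 that turned were Csf1, Hif1a, Lilrb4 and Plau. Of the 267 genes not called at 14 dpi 63 were higher at 60 dpi and 173 were not called. Among the 20 IFN-γ response genes 7 were higher at 14 dpi. Of these, 2 were higher and 5 not called at 60 dpi. Of the 13 not called at 14 dpi 4 rose at 60 dpi and 7 were not called. From 14 to 60 dpi 3 genes of that list rose and 8 fell (3 and 8 when adjusted over the list alone; the same with TMM factors). A gene not called at 60 dpi is not shown to be at baseline, and 60 dpi is a run of its own. Plau at 60 dpi did not pass without R1L02, R2L10 or R2L11 (adjusted p up to 0.0958). The calls are from edgeR.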

### Potential Regulators of Gene Networks in TBI

To identify known and predicted functional protein–protein interactions relevant to the microglia transcriptome after CCI, we used the STRING v11.0 database (von Mering et al., 2003). STRING quantitatively integrates protein interaction data from multiple sources for a large number of organisms.

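Tnf, Il6 and Tlr2 were all above background in the 14 dpi samples. Tlr2 had a log2 fold change of 1.47, with 1034 ± 214 normalized counts (SD, n = 4) and an adjusted p of 1.82e-05 in edgeR. Tnf, at 1833 ± 695, had 1.00 (standard error 0.33, adjusted p = 0.0367), but did not pass without R1L01, R1L03, R1L04, R1L10, R1L11 or R1L12 (up to 0.12). Il6, at 87.0 ± 30.2 against 46.1 ± 14.6 in sham (SD, n = 4), had 0.93 (0.34, adjusted p = 0.0501), and passed without R1L02 (0.026) or R1L09 (0.00769) and with TMM factors (0.0454). The interaction network itself was not repeated here. Tnf was not called with positive-control factors alone (log2 fold change 0.78, adjusted p = 0.411), no background filter (0.997, 0.0589) or the authors' values and limma (0.86, 0.07). Tlr2 did not pass with positive-control factors alone (log2 fold change 1.31, adjusted p = 0.074).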

At 14 dpi, TNF (direct association of 82 out of 102 genes), IL6 (direct association of 78 out of 102 genes), and Toll-like receptor-2 (direct association of 62 out of 102) were among the top most confident centers of microglial upregulated gene networks. These findings are consistent with studies showing a critical role for IL 6 (Poulsen et al., 2005), TNF (Longhi et al., 2013), and TLR-mediated signaling (Hua et al., 2011) pathways in induction and regulation of inflammatory responses in the acute stages following injury. Our study provides evidence of a role in the subacute stages post-injury, consistent with a prior study showing differential effects of TNF knockout on motor function early vs. late after CCI (Bermpohl et al., 2007; Figure 6A).

**FIGURE 6:**
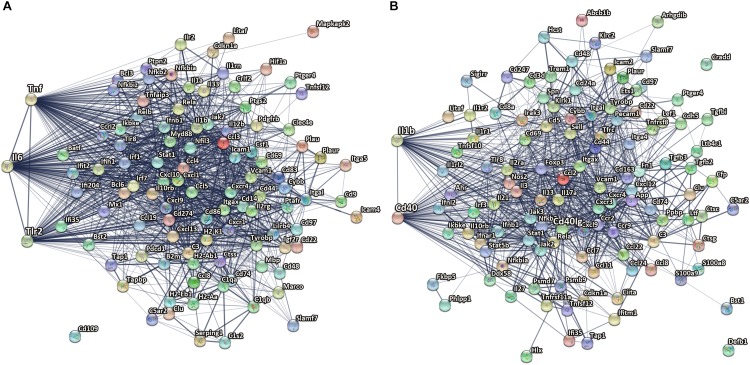
Microglial genes with highest confidence in gene networks after TBI. **(A)** TNF, IL6, and Tlr2 are among the top most confident centers of microglial upregulated genes network at 14 dpi. **(B)** IL-1β and CD40 are among the top 10 upregulated genes with the highest confidence in microglial gene networks at 60 dpi. The edge thickness indicates the strength of data support by STRING analysis, from thin, medium to thick corresponds to confident score 0.4, 0.7, and 0.9. The nodes are colored in alphabetical order of protein name, graphs in each node are known or predicted 3D structure.

One of the top downregulated genes with the highest confidence in microglial gene networks at 14 dpi was CCR5. CCR5 is a cysteine–cysteine chemokine receptor which is highly expressed in microglia and is important for chemotaxis, *in vitro* and *in vivo* (Bajetto et al., 2002). Pharmacological blockade of CCR5 reduced migration velocity and the number of perilesional migratory microglia in a model of focal brain injury (Carbonell et al., 2005). Downregulation of CCR5 might impact microglia migration to injured brain regions at a subacute phase post insult. In addition, previous work used CCR2/5 inhibitor in aged animals following TBI showed significant reduction in the recruitment of peripheral macrophages to the injured site and decrease in their pro-inflammatory response (Morganti et al., 2016a). Another recent study used CCR5 knockdown showed improved cognitive recovery in a pre-clinical closed head injury TBI model and also associated with enhanced motor recovery after stroke in patients with mutated CCR5 gene (Joy et al., 2019).

At 60 dpi, CD40 is one of the upregulated genes with the highest confidence in the microglial gene networks with direct association of 59 of 112 genes. 

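Cd40, a co-stimulatory receptor, was close to background at 60 dpi, at 41.6 ± 9.56 normalized counts (SD, n = 3) against 22.4 ± 11.4 (SD, n = 4) in sham. No 60 dpi sample and 1 of 4 sham samples was above background, so no fold is given. The adjusted p in edgeR was 0.0337, and the gene did not pass without R1L02, R1L03, R1L04, R2L09 or R2L11 (adjusted p up to 0.13). Its rise was smaller than that of the negative control NEG_B in the second run. Cd40 was not called with TMM factors (adjusted p = 0.0571), positive-control factors alone (0.156), the negative-control mean subtracted (0.253), the additive background test (0.239), no background filter (0.0542), only the 2 groups in the fit (0.0963) or the authors' values and limma (0.191).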

CD40 is a member of the tumor necrosis factor (TNF) receptor superfamily. CD40 is a receptor on antigen-presenting cells (including macrophages and microglia) and an essential mediator of various inflammatory responses (Elgueta et al., 2009). Abnormal expression of CD40 has been associated with autoimmune inflammatory diseases such as multiple sclerosis (Aarts et al., 2017), as well as AD pathology in experimental animals (Calingasan et al., 2002; Laporte et al., 2006). Furthermore, antagonizing CD40L and genetic disruption of CD40 signaling improved cognitive function and AD-related pathology in AD animal models (Tan et al., 2002; Laporte et al., 2006; Figure 6B).

In addition, IL-1β was also found to be among the top 10 upregulated genes with the highest confidence in microglial gene networks at 60 dpi. 

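Il1b was at 472 ± 29.5 normalized counts (SD, n = 3) at 60 dpi, a log2 fold change of 0.92 (standard error 0.35, adjusted p = 0.0479 in edgeR) against sham, and fell from 14 to 60 dpi (-0.96, 0.35, adjusted p = 0.0367). Every 60 dpi sample was above every sham sample. The call against sham ended without R1L01, R1L03, R1L04, R2L09, R2L10 or R2L11 (adjusted p up to 0.114). Il1b from 14 to 60 dpi did not pass without R1L10, R1L11, R1L12, R2L09, R2L10 or R2L11 (adjusted p up to 0.103). Il1b against sham was not called with positive-control factors alone (log2 fold change 0.85, adjusted p = 0.266) or no background filter (0.93, 0.0661).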

IL-1β is a pro-inflammatory cytokine that is upregulated as part of the acute inflammatory innate host response to trauma, infection, and other types of injury (Garlanda et al., 2013; Figure 6B). IL-1β is also known to be a key mediator of neuronal function (Smith et al., 2009), glial activation, and immune cell recruitment as well as neurodegeneration in CNS injury models and neurodegenerative diseases (Wang et al., 2015). IL-1β is acutely increased after TBI in humans and experimental TBI models, and blocking its activity has been shown to be beneficial in experimental models of TBI (Clausen et al., 2009, 2011; McKee and Lukens, 2016). The genetic antagonism of IL-1R1 had divergent effects on neurological function in focal vs. diffuse injury TBI models (Chung et al., 2019). In line with the literature we identified IL-1β to be a key regulator not only at acute and subacute time points but also at chronic stages (60 dpi) after CCI. The association between IL-1β chronic inflammatory profiles and long-term outcome post-injury should be further evaluated.

### Effects of Injury on the Microglial Biological Pathways

We performed GSEA (Online Methods) to identify pathways that are differentially changed in microglia post-injury. 

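Gene groups of adhesion and signaling had members that rose at 60 dpi. Of 21 cell adhesion genes on a list fixed beforehand 9 rose, Pecam1 (log2 fold change 1.55, standard error 0.38), Cdh5, Icam2 and Vcam1 of blood vessels among them, and Icam5 and Itgb2 fell (10 and 2 when adjusted over the list alone; 9 and 4 with TMM factors). Of 15 JAK-STAT genes 4 rose, Jak2, Jak3 (0.80, 0.21) and Stat5b (0.78, 0.17) among them (4 when adjusted over the list alone; 3 and 1 with TMM factors). Of 2 NK cell markers Klrk1, an activating receptor of cytotoxic lymphocytes, rose (1 when adjusted over the list alone). No list of these groups passed in the set test by camera over all genes at 60 dpi, with adjusted p of 0.663 for adhesion, 0.786 for JAK-STAT and 0.512 for the chemokines. Icam2 did not pass without R2L11 (adjusted p = 0.0506), nor did Jak2 without R1L04, R2L09 or R2L11 (adjusted p up to 0.0955). Klrk1 did not pass without R1L03, R1L04, R2L09 or R2L11 (adjusted p up to 0.109). The calls for genes are from edgeR.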

GSEA pathway analyses showed upregulation of multiple mechanisms in chronic time points post-injury including immune system, cytokine–cytokine receptor interaction, KEGG chemokine signaling, adaptive immune system, KEGG cell adhesion CAMs, JAK-STAT signaling pathways, and cytotoxicity. Interferon signaling, Toll receptor cascades, NOD-like receptor signaling, and IFN alfa and beta pathways were more upregulated at 14 dpi. These data constitute further evidence of a time-dependent injury-associated change in the microglial phenotype toward a pro-inflammatory state (Supplementary Figure S4).

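At 14 dpi 2 of 21 Toll-like receptor pathway genes rose, Tlr2 and Cd14, and Tlr5 fell (2 and 1 when adjusted over the list alone; 4 rose without R1L02 or R1L09). At 60 dpi Tlr8, Irak3, Irf3 and Sigirr rose and Tbk1 fell (4 and 1 when adjusted over the list alone). Of 3 tested NOD-like receptor and inflammasome genes Il1b rose at 14 dpi (1 when adjusted over the list alone), and at 60 dpi Il1b rose and the protease gene Casp1 fell (1 and 1 when adjusted over the list alone). From 14 to 60 dpi 5 of the 11 type I interferon response genes fell and 1 rose (6 and 1 when adjusted over the list alone; 5 and 1 with TMM factors; none rose without R1L10, R1L11, R1L12, R2L09 or R2L11), with Ifit2 at a log2 fold change of -1.20 (standard error 0.29, adjusted p = 0.003 in edgeR). Il1b did not pass without R1L01, R1L03, R1L04, R2L09, R2L10 or R2L11 (adjusted p up to 0.114), nor did Irak3 without R1L03, R1L04 or R2L10 (adjusted p up to 0.129). Tlr5 at 14 dpi was not called with positive-control factors alone (log2 fold change -1.01, adjusted p = 0.0803) or only the 2 groups in the fit (-0.81, 0.0538). Il1b at 60 dpi was not called with positive-control factors alone (log2 fold change 0.85, adjusted p = 0.266) or no background filter (0.93, 0.0661). Tlr2 at 14 dpi and Cd14 at 14 dpi did not pass with positive-control factors alone (log2 fold changes 1.31 and 0.72; adjusted p = 0.074 and 0.489).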

### Relative Expressions of Selected Microglia Genes for Sham vs. 2 Dpi Were Measured by Real-Time qPCR

To validate our Nanostring gene expression analysis, RT^2^ qPCR was used to measure the relative expression of three upregulated genes including (TNF, IL1b, and IL6). Similar to the 2 dpi Nanostring data, there was significant upregulation of these three genes at 2 dpi when compared sham vs. injured mice (*n* = 3) (Supplementary Figure S5).

## Discussion

To our knowledge this is the first study to define the temporal course of microglial inflammation-related gene expression at acute, subacute, and chronic time points in a pre-clinical TBI model. We identified gene expression changes suggesting dysregulation of the ability of microglia to sense tissue damage, perform housekeeping functions, and maintain homeostasis in the early stages post-CCI, with subsequent recovery of these pathways over time. We also identified injury-associated changes in the microglial phenotype toward a chronic pro-inflammatory state post-TBI.

Microglia have extensive processes that allow them to detect changes in their environment. For this purpose, microglia also have an armamentarium of cellular receptors and proteins previously defined by our group as the “microglia sensome” (Hickman et al., 2013). In this dataset, we found downregulation of microglia sensome genes at 2 dpi followed by upregulation at later time points. Dysregulation of microglial sensome early after TBI has not been previously reported in a TBI model. Further studies are needed to assess the functional impact of sensome gene downregulation after CCI.

Our data also suggest that TGF-β cytokine signaling behaved in a pattern similar to sensome genes at 2 dpi. TGF-β is essential for maintaining a microglial homeostatic phenotype (Butovsky et al., 2014). The downregulation of TGF-β may in part regulate the reduced expression of microglial sensome genes at 2 dpi. TGFβ signaling is involved in regulating microglial activation and its disruption could potential lead to neuroinflammatory response dysregulation, increased cytotoxicity (Brionne et al., 2003), and it also has to be associated with many neurodegenerative diseases including AD (Town et al., 2008; von Bernhardi et al., 2015). The cross talk between TGF-β and microglia sensome post-injury has not been fully evaluated in TBI and given the key regulatory role of this signaling pathway, further studies are needed to evaluate the TGFβ-mediated effects on microglial functions and long-term outcome in TBI.

Of note, triggering receptor expressed on myeloid cells 2 (TREM2), an innate immune receptor expressed on the surface of microglia, was also significantly downregulated at 2 dpi compared to sham then returned to baseline expression by 14 dpi. TREM2 is also part of the microglial sensome and is expressed on dendritic cells, osteoclasts, and macrophages (Hickman et al., 2013). TREM2 forms a signaling complex with the adaptor tyrosine kinase-binding protein (TyroBP or DAP12) which in turn plays critical roles in regulating microglia activation, enhance their sensing functions, survival, phagocytosis, and cytokine production (Hickman and El Khoury, 2014). In addition, TREM2–DAP12 signaling plays a central role in the pathogenesis of several diseases (beneficial for some diseases and harmful for others) including frontotemporal dementia, AD, and multiple sclerosis (Hickman and El Khoury, 2014; Hickman et al., 2018). However, the role of TREM2–DAP12 signaling in TBI is still not yet known. Trem2 knockout mice had reduced macrophage infiltration at 3 dpi, and reduced hippocampal atrophy, and improved behavioral outcome at 120 dpi in a lateral fluid percussion model, suggesting a role for TREM2 in outcome after cerebral contusion (Saber et al., 2017). Further studies are warranted to further investigating the role of this key microglial regulator post-injury.

The proinflammatory IFNγ genes had a more complex response post-TBI. A large number of genes in this pathway were upregulated at 14 dpi. Interestingly, those genes returned to baseline at 60 dpi. Interestingly, genes in this pathway that remained unchanged at 14 dpi were upregulated at 60 dpi. IFNγ upregulates the neurotoxic pathways in microglia including reactive oxygen species (ROS) production and others, as well as genes involved in antigen presentation and proinflammatory T-lymphocyte-related chemokines (Takeuchi et al., 2006; Moran et al., 2007; Spencer et al., 2016). Similarly, CCI upregulated the anti-inflammatory cytokine pathways of IL-4 and IL-10 response genes at 14 and 60 dpi. Our data suggest there is a biphasic pattern of IFNγ, IL-4, and IL-10 gene expression changes, with concurrent proinflammatory and anti-inflammatory states at subacute and chronic timepoints post-TBI. This mixed inflammatory profile indicates that the oversimplified pro-inflammatory “M1”and anti-inflammatory “M2” polarization states do not necessarily reflect the diversity of microglia functions and their related signaling pathways during complex diseases such as TBI (Morganti et al., 2016b; Hirbec et al., 2017; Jassam et al., 2017).

Our study has some limitations; first, our sampling method using the entire brain to interrogate microglia gene expression is limited by inclusion of microglia that may not undergo significant morphological changes but may still perhaps undergo transcriptional changes even though distant from contusion. We think our methodology is the most non-biased, but we do recognize that we may lose some signal with this approach. Further single cell studies to evaluate the regional differences in microglia activation after injury are warranted. Second, sex-specific transcriptomic profiles were found when comparing adult female and male mice (Hanamsagar et al., 2017); however, we used only male mice in our study, and future studies in addressing the impact of gender on microglial gene expression at acute and chronic timepoints.

The generation of our transcriptomic data sets is an important step forward to understand microglia biology and functional diversity and their role in TBI pathogenesis at the molecular level and identify common pathways that affect outcome. However, because of the mixed picture noted in the subacute and chronic stage, we need to better understand cellular cross talk post-injury at the single cell level, taking into consideration age, gender, and anatomical proximity to the injury to establish definitive profiles for microglia during different stages of TBI. Recent, single-cell RNA-Seq to study the impact of concussive injury on single cell hippocampal cell types in the acute stage is a step in the right direction (Arneson et al., 2018). More studies to evaluate gene expression at the single cell level and in focusing on subacute and chronic timepoint are warranted. Establishing a definitive quantitative time-dependent microglia transcriptome post focal head injury will open the door for more precise experimentation using targeted gene deletion with Cre–Lox approach and inducible microglia promoter-specific gene manipulation to identify potential novel targets for treatment of TBI.

## Data Availability

The gene expression data have been uploaded to the GEO repository. Following is the associated link https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132809.

## Ethics Statement

Experiments were performed and animals were treated humanely according to ARRIVE guidelines. All procedures were performed in accordance with the NIH Guide for Care and Use of Laboratory Animals and followed protocols approved by the MGH Institutional Animal Care and Use Committee.

## Author Contributions

SI, ZF, SL, SH, NP, DK, JK, and MW: manuscript conception and design. QL: equal contribution to the manuscript concept and design, acquisition of data, analysis and interpretation, and critical revision of the manuscript for important intellectual content. CP: acquisition and analysis of the data. SI, SL, LW, JC, AS-S, AB-W, SH, JK, and MW: acquisition of the data, and analysis and interpretation. QL, ZF, SL, JC, AS-S, NP, and DK: critical revision of the manuscript for important intellectual content. SI, LW, SH, JK, and MW: critical revision of the manuscript for important intellectual content and study supervision.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://imagej.nih.gov/ij/

## Supplementary Material

FIGURE S1 Gating strategy for flow cytometry. Gates for sorting population of microglia (CD11b high and CD45 low to intermediate) are shown.

FIGURE S2 Sensitivity analysis of *p*-measurement by cutoff_*high*_ and cutoff_*low*_ in pattern-oriented time-series clustering. Higher *p*-measurement corresponds to less noise in clusters of genes.

FIGURE S3 REACTOM pathways of three clusters that follow a specific pattern over the three study time points. Pathway analysis of level of significance by –log10(FDR) of up-regulated genes in the three comparisons from left to right: stable-stable-up, stable-up-up, and stable-stable-down. Genes in the stable-stable-up cluster were involved in secondary injury mechanisms including cytokine receptor and cytokines interactions, chemokine receptors, and immune, adaptive immune system, and cell-mediated toxicity.

FIGURE S4 REACTOM pathways. Pathway analysis of level of significance by –log10(FDR) of up-regulated genes in the three comparisons from left to right: 2 dpi vs. sham, 14 dpi vs. sham, and 60 dpi vs. sham. This showed that the pathways are most significantly altered in 14 and 60 dpi.

FIGURE S5 Relative expressions of selected microglia genes for sham vs. 2 dpi were verified by real-time qPCR. Relative RNA expression of selected genes including TNF, IL1b, and IL6 RNA measured by PCR in sham vs. injured groups (*n* = 3) at 2 dpi. Consistent with the Nanostring data, there is significant upregulation of TNF, IL1b, and IL6 at 2 dpi in CCI injured vs. sham mice. Error bars indicate standard errors of the mean. ^*^*p* < 0.05.

TABLE S1 List of significantly changed genes at 2 dpi vs. sham.

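Of the genes that Table S1 lists, the deposited counts give the same call in edgeR for 26 of the 46 tested among its 51 higher genes and for 96 of the 98 tested among its 101 lower genes. None is called in the opposite direction. Of the higher genes 20 were tested and not called, and 5 were not tested. The table gives 3 of its higher genes a log2 fold change over 10, and none of these 3 was tested here.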

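For the 103 higher genes of Table S2, 95 were tested here and 77 called higher, and for its 24 lower genes 23 were tested and 15 called lower, by edgeR. No gene was called in the opposite direction. The table gives 6 of its higher genes a log2 fold change over 10, and none of these 6 was tested here.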

TABLE S2 List of significantly changed genes at 14 dpi vs. sham.

TABLE S3 List of significantly changed genes at 60 dpi vs. sham.

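Of the 120 higher genes of Table S3, 100 were tested and 89 called higher, and of its 71 lower genes 67 were tested and 40 called lower, by edgeR. None was called in the opposite direction. The table's log2 fold changes exceed 10 in size for 12 higher and 17 lower genes.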

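Table S4 assigns genes to patterns over 3 intervals, sham to 2 dpi, 2 to 14 dpi and 14 to 60 dpi, from the means of the groups. A step is called stable, up, down or noisy from its size relative to the largest step of the same gene. Of the largest cluster, 33 genes were among those clustered here, and 6 of these had the same pattern.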

TABLE S4 List of clusters and genes per cluster that follow a specific pattern over the three study time points.

How the deposited data were processed for this re-analysis (not part of the article)

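Sorted CD11b-high, CD45-low to intermediate cells of mouse brain were measured on the nCounter platform in 15 samples, 4 from sham mice, 4 at 2 dpi, 4 at 14 dpi and 3 at 60 dpi. The labels give each sample's group, run and lane. The 12 samples of the first 3 groups filled 1 run and the 3 samples at 60 dpi came from another, and no source ties the numbers of the animals in the figures to lanes, so no pairing was used.

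The authors deposited 2 tables. For the table of counts the authors exported the raw nCounter counts as deposited, handled here as estimated counts, with no normalization. All of its values for probes are whole numbers, and only 2 lines of its header block are not. For the table of normalized signal the authors, by the methods, used NanoStringNorm before it was deposited. Tested on the values, each equals the raw count less the sample's negative-control mean, set to 0 where below it, times a factor that brings the housekeeping sum to 9027.27. All 8205 values were within 0.001 of this, the largest difference being 4.18e-06. The values are on a linear scale.

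The tests used the raw counts. Each sample was scaled by the product of a positive-control factor and a housekeeping factor, the latter the median over the 14 housekeeping genes of each gene's ratio to its mean over samples, after the negative-control mean was subtracted and the positive-control factor applied. The combined factors ran from 0.511 to 1.87. A gene was above background in a sample when its count exceeded the mean plus 2 SD of that sample's 8 negative controls, and the 359 genes above background in at least 3 samples were tested, which left 188 untested. A fold against a group with no sample above background is given as "at least", computed against that group's mean background limit, and no fold is given where neither group has a sample above background.

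Genes were compared in edgeR 4.0.16 (R 4.3.3), with the quasi-likelihood F test, robust estimation and a mean per group in 1 fit of all 15 samples. The contrasts were 2, 14 and 60 dpi against sham, 14 against 2 dpi, and 60 against 14 dpi, each with Benjamini-Hochberg adjustment at 0.05. Errors of log2 fold changes are standard errors of the fit. Gene lists were fixed before the data, here the deposited counts, were examined. There were 40 lists, of pathways, receptors of the sensome, homeostatic genes and markers of other cells, and of the genes the paper names. The paper, which reports calls on these same samples, was known by then. The other lists share genes with those it names, so their counts are not fully independent of the study's choice. Of these, 36 with enough tested members were set-tested with camera (preset correlation 0.01) and, as alternatives, camera with an estimated correlation and fry (limma 3.58.1). Genes named in the text are those the paper names for a comparison, the 10 largest rises and the 10 largest falls among called genes whose injured samples all lay on one side of all sham samples, and Tnf, Il1b and Il6. The values in the paper's tables had been seen when this rule was written. Other genes are members of the fixed lists and were picked for naming after their values were seen. Pattern clusters followed the steps of the methods over their grid of cutoffs.

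The alternatives set beforehand were TMM factors, housekeeping factors alone, positive-control factors alone, DESeq2 1.42.0 with its own size factors and with the factors above, subtraction of the negative-control mean, a negative binomial test with an additive background (a simplified form of NanoStringDiff), no background filter, a stricter filter (321 genes), a fit of only the 2 groups compared, limma on the authors' normalized values, and leaving out each sample in turn. Added after seeing the data were a background limit without NEG_B (365 genes, 358 of them shared with the 359), a minimum mean of 100 normalized counts, a fit without the 60 dpi samples, the same alternatives for 60 against 14 dpi, and the clusters of the authors' normalized values.

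The test was tried on simulated data made from these samples. With genes changed 1.5-fold, 2-fold and 4-fold, edgeR recovered 52.6%, 85.2% and 96.8% at the group sizes of 2 dpi, and 35.5%, 83.6% and 96.8% at those of 60 dpi, with none in the wrong direction. Of unchanged genes it called 2.52% and 1.26%. The simulated genes were drawn independently and tested with the true scaling factors. These rates therefore do not cover errors of the scaling or correlation between genes. Between samples of 1 group the correlation of log2 normalized counts was 0.943 to 0.984, and between samples of different groups 0.779 to 0.957. Of the probes, 537 had accessions found in the annotation of the mouse genome. The GSEA and STRING analyses were not repeated, since their gene sets and network were not used here, and qPCR and tissue staining were not analysed here. Some of the genes tested are not reported here by name.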

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

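Tests chosen only after the result was seen are those of the negative controls, of the housekeeping genes, of the scaling at 2 dpi, of the vessel markers and of the granulocyte genes.

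Single samples lay far from the others of their group in 19 of the 338 groups of 4 samples tested by the ratio of the gap to the range, and chance gives about 1 in 20. In sham sample R1L04 these were Camp (690.9 normalized counts), S100a8 (3595) and S100a9 (4179), and in 2 dpi sample R1L07 Camp (758.8), S100a8 (4170), S100a9 (4595) and Ltf (27.3). In sham there were also Cd22 (64.62) and Irf7 (37.2) in R1L01, Cxcl3 (60.8) in R1L02 and Ifi204 (15.51) in R1L03. At 2 dpi there were Il16 (165.3) and Tgfb1 (652.4) in R1L06, Plaur (130.5) and Vcam1 (32.04) in R1L08 and Psmc2 (140.3) in R1L05. At 14 dpi there were Il6ra (641.2) in R1L10, Psmb9 (113.2) in R1L12 and Ptafr (233) in R1L09.

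Time points differed from each other when compared directly in edgeR: 152 genes changed between 2 and 14 dpi and 158 between 14 and 60 dpi. The genes that were on opposite sides of sham at neighbouring time points and differed between them were C1qa (log2 fold change 0.87 from 2 to 14 dpi), Ctss (1.26), Ptafr (1.10) and Ptpn2 (1.29), and Csf1 (-2.61 from 14 to 60 dpi), Plau (-1.90), Hif1a and Lilrb4. The fitted values of these last 2, -5.73 and -4.72, are no bounds, since neither is above background at 60 dpi. They fell at least 7.38-fold and at least 12.6-fold. On opposite sides of sham at 2 and 60 dpi, which were not compared directly, were Lilrb4, higher and then lower, and Ets1, Psmb9 and Stat5b, lower and then higher. Psmb9 at 2 dpi did not pass without R1L02 (adjusted p = 0.0808), nor did Stat5b at 2 dpi without R1L02 or R1L07 (adjusted p up to 0.0577). Ets1 at 60 dpi did not pass without R2L09 or R2L11 (adjusted p up to 0.108). C1qa at 2 dpi did not pass without R1L02, R1L05, R1L07 or R1L08 (adjusted p up to 0.103), nor did Ptafr at 2 dpi without R1L02, R1L03, R1L05, R1L07 or R1L08 (adjusted p up to 0.15). Ptpn2 at 2 dpi did not pass without R1L02, R1L03, R1L05 or R1L07 (adjusted p up to 0.0872), nor did Ptafr at 14 dpi without R1L01, R1L04, R1L10, R1L11 or R1L12 (adjusted p up to 0.106). Ptpn2 at 14 dpi did not pass without R1L01, R1L03, R1L04, R1L10, R1L11 or R1L12 (adjusted p up to 0.153), nor did Plau at 60 dpi without R1L02, R2L10 or R2L11 (adjusted p up to 0.0958). Over all 35 divisions of the samples compared, in a fit of those groups alone, the real one called 118 genes at 2 dpi (highest other 11), 74 at 14 dpi (1), 103 at 60 dpi (19), 168 from 2 to 14 dpi (0) and 157 from 14 to 60 dpi (55). Only the real division, 1 of 35, reached its own count in each. That is the strongest result 35 divisions can give, which makes chance unlikely but cannot exclude it. In the comparisons with 60 dpi the real division is also that of the runs, so there it cannot separate injury from run.

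The genes called at 60 dpi are also the genes that differ between the runs. The negative control NEG_B was higher at 60 dpi (log2 fold change 2.64, a rise of 45.72 normalized counts, adjusted p = 0.000135 in edgeR). Of the 90 higher genes 72 rose by more than that, which a background rise of NEG_B's size alone does not give. The negative controls changed by differing amounts, however, with NEG_E next at a rise of 10.68 normalized counts. The rise of NEG_B therefore does not bound the background of each gene probe, and a larger background rise in single gene probes is not excluded. For the other 18 of the 90 genes the rise was within that of NEG_B, and background and injury cannot be told apart. The 14 housekeeping genes spread more at 60 dpi against sham (SD of log2 fold changes 0.605, with 2 called higher and 3 lower) than at 2 dpi (0.352) and 14 dpi (0.371). Between 14 and 2 dpi, both in the first run, the SD was 0.578 with 3 called higher and 3 lower, so the SD alone does not show a difference between the runs. Between 14 and 60 dpi it was 0.636 with 3 called higher and 5 lower. Eef1g was at 366, 415.8 and 378.6 normalized counts in sham, 2 and 14 dpi and at 153.7 at 60 dpi (adjusted p = 5.13e-06 against sham in edgeR). Rpl19 and Tubb5, in contrast, changed between sham and 14 dpi, within the first run. With no sham sample deposited from the second run, a difference between the runs in single probes cannot be told apart from the time after injury. The time after injury itself remains open as the biological explanation. By the paper's methods, all time points were compared with 2-day shams, and the 14 and 60 dpi groups were not randomized. Time since surgery therefore also differs from sham at 14 and 60 dpi.

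How many genes were called lower at 2 dpi, and by how much they fell, depends on the scaling. All 101 were below sham with TMM factors, DESeq2's own size factors and positive-control factors alone, with a median log2 fold change of -0.42, -0.39 and -0.51 against -0.68. Another scaling moves all genes by a similar amount (median of all tested genes -0.303, and -0.04 with TMM factors). Genes picked for clear falls could hardly change direction, so this is no evidence for their direction. With TMM factors, which centre the median gene, 10 of the 15 homeostatic genes lower at 2 dpi stayed lower, while 53 of the other lower genes were no longer called lower. With positive-control factors alone 0 of the 15 passed in edgeR (0 at an unadjusted p under 0.05), but their median log2 fold change was -0.59 against -0.73 and their median standard error 0.46 against 0.16, so these lost calls do not show that the fall is absent. Of the 14 housekeeping genes, Gusb (log2 fold change 0.49, adjusted p = 0.0131 in edgeR) and Tubb5 (0.43, 0.0442) were higher at 2 dpi, and Hprt was lower (-0.56, 0.0398). The 8 negative controls had a median log2 fold change of -0.351 at 2 dpi, with 0 called. From 2 to 14 dpi their median was 0.54, with 1 called higher, against 0.435 for all tested genes. Whether these shifts come from the scaling was not tested. A real fall of most genes of an immune panel and a shift of the housekeeping genes cannot be told apart here, since centring removes both. The set test of the homeostatic list with an estimated correlation (0.71) had an adjusted p of 0.667. A lower share of microglia among the sorted cells alone would lower their genes by 1 common fold, but the 16 fell by different amounts (Cochran's Q 34.1 on 15 degrees of freedom, p = 0.00326 from the chi-square distribution), from -0.96 for Tgfbr1 to -0.37 for Tgfb1, although genes that other cells also make would fall less, which was not tested. An early response to injury remains open.

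Markers of other cells were higher at 60 dpi: 3 of 7 neutrophil markers, 7 of 8 monocyte markers and 6 of 8 endothelial and pericyte markers in edgeR (3 monocyte markers without R1L03, R1L04, R2L10 or R2L11 and 4 without R1L01; 5 neutrophil markers without R1L04). Vessel cells among the sorted cells are a candidate explanation, with Cxcl12 at 605 ± 335, Abcb1a at 509 ± 377 and Pecam1 at 384 ± 220.2 normalized counts (SD, n = 3), but the sort for CD11b-high cells would remove them, the run is confounded with the group, and 6 of these 8 markers are among genes the study picked. The 3 most abundant neutrophil markers moved together between samples of the same group (lowest Pearson r 0.862, S100a8 with Camp, permutation p = 0.0059, rho 0.796; 0.635 without R1L04 and R1L07), so granulocytes in differing numbers may be in the sort, though 2 samples carry much of this and the gate for cells with low to intermediate CD45 is meant to keep them out. Neither can be told apart from a change in the microglia, since no sample was sorted another way, and such a change remains open.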

How the results depend on the processing

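Of the alternatives given here, the background limit without NEG_B, the minimum of 100 normalized counts, the fit without the 60 dpi samples, the alternatives for 60 against 14 dpi and the clusters of the authors' values were chosen after the data were seen and the others before. No paired analysis was possible because no source ties samples of different groups to each other. Of the values of named genes under the alternatives, 2507 kept their side of the threshold, 237 lost a call and 69 gained one. Among values called in the fit above or in the alternative, 0 reversed direction, and no gene was called in opposite directions. For values called in neither, a change of direction was not counted. All 237 kept their direction, as genes picked for a clear change in the same counts mostly would. In 67 the log2 fold change was as large as before or larger. The median of its ratio to the value above was 0.849 for the 59 calls lost with positive-control factors alone, 0.623 for 13 with TMM factors, 1.648 for 5 with subtraction and 0.933 for 100 without 1 sample (lowest 0.187, without R2L11). Of the counts for lists and overlaps 7451 stayed within 1.5 times and 1107 moved. TMM factors gave 47 genes higher and 43 lower at 2 dpi (26 and 101 in the fit above), 65 lower at 14 dpi (15), 67 lower at 60 dpi (40) and 67 changed between 2 and 14 dpi (152). DESeq2 with its own size factors gave 57 and 39, 69, 77 and 72. Positive-control factors alone gave 1 lower at 2 dpi, 20 higher and 0 lower at 14 dpi (10 at an unadjusted p under 0.05 in edgeR; DESeq2, not run with these factors, called 16 with those above), 48 higher and 18 lower at 60 dpi, 17 changed between 2 and 14 dpi and 80 between 14 and 60 dpi (158). Lower genes at 14 dpi were 9 with no background filter and 8 with only the 2 groups compared. The cause was not tested. Without 1 sample, the 2 dpi counts ran from 15 (R1L05; 17 without R1L03) to 36 higher and from 60 (R1L02; 62 without R1L07) to 117 lower, and the 14 dpi lower count from 8 (R1L10 or R1L12; 9 without R1L02 or R1L11) to 25 (R1L04). Of 36 lists, camera called 10, 6, 8, 12 and 4 at 2, 14 and 60 dpi, from 2 to 14 and from 14 to 60 dpi, fry 16, 19, 14, 24 and 16, and camera with an estimated correlation 0, 0, 0, 0 and 0. The stable-stable-up pattern had 6 genes, 1 with the genes of Table S3, 0 on the log2 scale and 1 to 34 with other cutoffs. The stable-up-up pattern had 4, and 2, 2 and 0 to 11, and stable-stable-down 0, and at most 3. The higher background limit of the second run, 57.1 to 67.7 counts against 25 to 34, limits what is seen at 60 dpi.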

Differences from the paper's values

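None of the tests compared here was chosen after the result was seen, except where said. Where the paper's counts and these differ, the paper's threshold is an adjusted p, as here. A count is called within the paper's when neither is over 1.5 times the other, which need not mean that the paper's count was reached, and a log2 fold change when the signs agree and the 2 differ by no more than the larger SD of the log2 normalized counts of the 2 groups. The alternatives named are those under which this held, and under the other alternatives set before the data were examined it did not.

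At 2 dpi the paper's count of higher genes is 51, and here 26. TMM factors (47), DESeq2 with its own size factors (57), subtraction of the negative-control mean (34), the negative binomial test with additive background (37) and leaving out R1L08 (36) came within it (5 of 19). At 14 dpi the paper's count of lower genes is 24, and here 15, within it for DESeq2 with the same factors (16), subtraction of the negative-control mean (18), the stricter filter (16), the authors' values with limma (20), and without R1L04 (25) or R1L09 (16) (6 of 19). At 60 dpi the paper's count of lower genes is 71, and here 40, within it for TMM factors (67), DESeq2 with its own size factors (77), subtraction (59), the additive background test (49) and the authors' values with limma (56) (5 of 18). The paper has 2 sensome genes higher at 2 dpi, and here 1, on a list that differs in size from the paper's set. The count came within the paper's for TMM factors (2) and DESeq2 with its own size factors (3) (2 of 19). Clec5a, 1 of the paper's 2, was not among the higher genes under either (adjusted p = 0.334 and 0.539). Higher at all 3 time points were about 14 genes in the paper's Figure 2, read by eye, and here 4, within it for DESeq2 with its own size factors (1 of 15). Lower at all 3 were about 7 in the paper's Figure 2, read by eye, and here 4, within it for DESeq2 with the same factors, subtraction, the stricter filter, the authors' values with limma and without R1L04 (5 of 15). The paper's clusters hold 52 stable-stable-up, 8 stable-up-up and 5 stable-stable-down genes, and here 6, 4 and 0. The stable-up-up count came within the paper's for the highest of the other cutoff pairs (1 of 5), and the other counts for none of 5.

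For log2 fold changes at 2 dpi the paper's value and the value here were 2.434 and 1.25 for Ccl19, 1.259 and 0.48 for Ccr2, 1.919 and 1.07 for Cd24a, 2.414 and 1.60 for Cxcl1, 3.72 and 2.38 for Cxcl3, 2.615 and 1.28 for Igf2r, and -1.733 and -1.24 for Tlr5. At 14 dpi the paper's and these were 2.588 and 1.45 for Ccl19, 3.865 and 2.84 for Ccl5, 2.315 and 1.58 for Cd22, 2.969 and 2.10 for Ifi204, 3.297 and 1.80 for Ikbke, 2.076 and 1.27 for Irf7, 3.538 and 2.76 for Itgax, and -1.242 and -0.81 for Tlr5. At 60 dpi they were, again the paper's first, -1.011 and -0.58 for C1qbp, -3.046 and -2.76 for Fcgr3, and 3.217 and 1.70 for Ltf. All 18 came within the paper's with the negative-control mean subtracted and with the additive background test, and all but Ccl19 at 2 dpi, Igf2r and Irf7 with the authors' values and limma. DESeq2 with its own size factors came within it for Ccr2, Cxcl1, Cxcl3, Tlr5 at 14 dpi and Fcgr3, TMM factors for Cxcl1, Cxcl3 and Fcgr3, and positive-control factors alone for Cxcl1, Cxcl3, Tlr5 at 14 dpi, C1qbp and Fcgr3. Leaving out R1L02 did so for Cxcl1 and Cxcl3, R1L08 for Cxcl3, R1L01 for Cd22, and R1L04 or R2L11 for Fcgr3. The paper's tables also hold log2 fold changes over 10 in size, 12 higher and 17 lower at 60 dpi, and 11 and 4 of these genes were not tested here.

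Of the genes the paper names as higher at 2 dpi, 7 of 16 were higher here and Clec5a was lower (log2 fold change -0.41, adjusted p = 0.0224 in edgeR), as it is in the paper's Table S1. That call ended with TMM factors (log2 fold change -0.16, adjusted p = 0.334), positive-control factors alone (-0.25, 0.907), DESeq2 with its own size factors (-0.14, 0.539), the additive background test (-0.41, 0.065), no background filter (-0.41, 0.0529), only the 2 groups (-0.41, 0.0589), and without R1L02, R1L05, R1L07 or R1L08 (up to 0.0706). Il6, Il1r2, Ccr2 and Ifnb1 were not called (adjusted p = 0.171, 0.132, 0.204 and 0.0546), and Il23a, Cxcr1, Cxcr2 and Cd109 were not tested. Il6 was called with TMM factors (0.0363) and DESeq2 with its own size factors (0.0199), Il1r2 with the latter (0.0301) and with only the 2 groups compared (0.0365), and Ccr2 with DESeq2's own factors (0.0355). Ifnb1 was called with TMM factors (0.0443), positive-control factors alone (5.88e-05), DESeq2 with its own (0.0064) and the same factors (0.0184), subtraction (0.0254), the additive background test (0.0107), only the 2 groups (0.0033), the authors' values (0.00919) and without R1L08 (0.0393). Of the genes named as lower at 2 dpi, 9 of 16 were lower, and Tap1, Jak2, Irf1, Cd86 and Tgfb1 were among those not called. Cd86 was called with only the 2 groups (0.0255) and the authors' values (0.0173), and Tgfb1 with DESeq2 and the same factors (0.0268), the authors' values (0.0135), without R1L01 (0.0207) or R1L06 (0.0283), and with the minimum of 100 normalized counts, chosen after seeing the values (0.0334). Cxcl9 was not tested.

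Of those named as higher at 14 dpi 27 of 42 were higher. Not called were Il6, Cd86, Cxcl10, Cxcl1, Jak2, Mx1 and Trem2. The paper gives Trem2 as falling at 2 dpi and rising later, and elsewhere as back at baseline by 14 dpi, and here it rose from 2 to 14 dpi (log2 fold change 0.80, adjusted p = 0.000676) and was not called against sham (0.136), so it is counted but not a disagreement. Il6 was called with TMM factors (0.0454), housekeeping factors alone (0.0475), DESeq2 with its own (0.035) and the same factors (0.0302), subtraction (0.0292), the additive background test (0.0354), the stricter filter (0.0468), the authors' values (0.0371) and without R1L02 (0.026) or R1L09 (0.00769). Cd86 was called with housekeeping factors alone (0.0475), DESeq2 and the same factors (0.0382), subtraction (0.0439), the stricter filter (0.0468) and without R1L02 (0.0372) or R1L09 (0.00454). Cxcl10 was called with DESeq2 and the same factors (0.0343), the additive background test (0.0272) and without R1L01 (0.027) or R1L09 (0.00533). Jak2 was called with subtraction (0.0498) and without R1L09 (0.0166), Mx1 without R1L01 (0.03) or R1L09 (0.045), and Cxcl1 without R1L09 (0.0336). Of the alternatives chosen after seeing the values, the minimum of 100 normalized counts called Cd86 (0.0458) and Cxcl10 (0.0449), the limit without NEG_B Cd86 (0.0497) and Il6 (0.0495), and the fit without the 60 dpi samples Cd86 (0.0434). Cxcl13 was not tested and was called with no background filter (0.00606), and Ccl8, Cxcl9, Cxcr1, Cd69, Marco, Cd109 and C1s were not tested and not called by any setting. Of those named as lower at 14 dpi 4 of 7 were lower. Prim1 and Cxcl3 were not called, but Prim1 was with DESeq2's own size factors (0.0414) and both with subtraction (0.0477 and 0.0329). Selplg was not tested.

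Of those named as higher at 60 dpi 12 of 16 were higher. Trem2, counted as at 14 dpi, was not called by any setting (adjusted p = 0.477), and Il3, Il21 and Cd5 were not tested. Il3 and Il21 were called with no background filter (0.000119 and 0.00844). Of those named as lower 3 of 6 were lower. Psmb7 was called with TMM factors (0.0153), DESeq2 with its own (0.00486) and the same factors (0.0437), subtraction (0.00613), the additive background test (0.00648), the authors' values (0.00679) and without R1L02 (0.0428), and C1qbp with the first 6 of these (0.0129, 0.00277, 0.048, 0.00772, 0.0142 and 0.00742). Fadd was not tested and not called by any setting.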

Other observations

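The lists reported here were set beforehand, and the genes singled out were chosen after their values were seen. Of 7 Fc receptors tested, Fcgr1, Fcgr3 and Fcgrt were lower at 2 dpi, none was called at 14 dpi, and Fcgr1, Fcgr3 and Fcgr4 were lower at 60 dpi in edgeR (3, 0 and 3 when adjusted over the list alone; 101 of all 359 tested genes were lower at 2 dpi and 40 at 60 dpi). By camera the list had an adjusted p of 0.353 at 2 dpi and of 0.0275 at 60 dpi (0.483 with an estimated correlation). Fcgr1 went from 806 ± 68.8 normalized counts (SD, n = 4) to 486 ± 41.6 (SD, n = 3) at 60 dpi, a log2 fold change of -0.73 (standard error 0.17). Fcgrt at 2 dpi did not pass without R1L01, R1L02, R1L03, R1L05, R1L07 or R1L08 (adjusted p up to 0.13), nor did Fcgr4 at 60 dpi without R1L01, R2L10 or R2L11 (adjusted p up to 0.0994). With TMM factors 4 were lower at 60 dpi. Of 10 complement genes C3, C4a and Cfp were higher at 60 dpi and 2 were lower, Cfb, a factor of the alternative pathway, among them (3 and 3 when adjusted over the list alone). Cfp at 60 dpi did not pass without R1L01, R1L03, R1L04, R2L09, R2L10 or R2L11 (adjusted p up to 0.149).

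Granulocyte genes rose between 14 and 60 dpi: all 7 neutrophil markers were higher (7 when adjusted over the list alone), with S100a8 going from 386 ± 202 to 9990 ± 8563 normalized counts, but 2 without R2L10. Against sham S100a8 was not called (adjusted p = 0.0677 in edgeR). App, the amyloid precursor protein, and Clu, of 5 neural markers, were higher at 60 dpi, 1 without R1L03 or R1L04 and 0 without R2L11, Mbp was higher at 14 dpi and Ncam1 lower at 2 dpi (2 at 60 dpi and none at 2 and 14 dpi when adjusted over the list alone). Mbp did not pass without R1L01, R1L03, R1L04, R1L10, R1L11 or R1L12 (adjusted p up to 0.161), nor did Ncam1 without R1L01, R1L02, R1L05, R1L07 or R1L08 (adjusted p up to 0.118). Clu did not pass without R1L02, R1L03, R1L04 or R2L11 (adjusted p up to 0.552), nor did App without R2L11 (adjusted p = 0.0546). Cd163, the border macrophage marker tested, was higher at 60 dpi, and the B cell marker tested was not called (1 and 0 when adjusted over the list alone). Endothelial and pericyte markers had Pdgfrb higher at 2 dpi and Vcam1 at 14 dpi (1 and 1 when adjusted over the list alone; 2 at 14 dpi without R1L10). Pdgfrb did not pass without R1L04, R1L05, R1L06 or R1L07 (adjusted p up to 0.0626). Between 14 and 60 dpi 6 of the 8 rose, 3 without R1L10, R1L11 or R2L09 and 2 without R2L11 (6 when adjusted over the list alone). Of the tested markers, 1 of 7 for neutrophils is also on a microglia list, and the study picked 5 of 7 for neutrophils, 2 of 8 for monocytes, 3 of 7 for T cells and 2 of 5 for neural cells from these samples.

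Of 8 apoptosis genes Bid, Casp8 and Trp53 were lower at 2 dpi, Casp8 and Trp53 at 14 dpi (0 without R1L02, R1L03, R1L10 or R1L11 and 1 without R1L12) and Bax and Bid at 60 dpi (1 without R1L02, R1L03, R2L09, R2L10 or R2L11), when Cradd was higher (3, 3 and 2 lower and 1 higher when adjusted over the list alone). Trp53 at 2 dpi did not pass without R1L02 (adjusted p = 0.0515), nor did Casp8 at 14 dpi without R1L02, R1L03, R1L10, R1L11 or R1L12 (adjusted p up to 0.164). Trp53 at 14 dpi did not pass without R1L02, R1L03, R1L10 or R1L11 (adjusted p up to 0.101), nor did Bid at 60 dpi without R1L02, R1L03, R2L09, R2L10 or R2L11 (adjusted p up to 0.102). Of 5 proteasome and ubiquitin genes none was called at 2 dpi, Psmc2 was lower at 14 dpi, and at 60 dpi Psmd7 was higher and Psmc2 and Ube2l3 lower (1 without R1L01, R1L03 or R1L04 and 0 without R2L09 or R2L10; none at 2 dpi, 1 lower at 14 dpi, and 1 higher and 3 lower at 60 dpi when adjusted over the list alone). Psmc2 at 14 dpi did not pass without R1L01, R1L03, R1L04, R1L10, R1L11 or R1L12 (adjusted p up to 0.0834), nor did Psmc2 at 60 dpi without R1L01, R1L03, R1L04, R2L09 or R2L10 (adjusted p up to 0.287). Ube2l3 did not pass without R1L02, R2L09 or R2L10 (adjusted p up to 0.128). Of 7 class II genes H2-DMa, H2-Ob and Ctss were lower at 2 dpi (1 without R1L02 or R1L07; 3 when adjusted over the list alone). H2-DMa did not pass without R1L02, R1L07 or R1L08 (adjusted p up to 0.0938), nor did H2-Ob without R1L02 or R1L07 (adjusted p up to 0.0819). Of 9 chemokine receptors Cxcr4 was higher and 3 were lower at 2 dpi, Cx3cr1 and Cmklr1 among them, and Ccrl2 and Cxcr4 were higher at 14 dpi (the same numbers when adjusted over the list alone). Of 21 cell adhesion genes Icam1, Icam4, Vcam1, Itga5, Itgax and Cd44 were higher at 14 dpi (3 without R1L10; 6 and 1 lower when adjusted over the list alone). Icam4 did not pass without R1L04, R1L10 or R1L12 (adjusted p up to 0.077), nor did Cd44 without R1L01, R1L10, R1L11 or R1L12 (adjusted p up to 0.0603). Itga5 did not pass without R1L10 (adjusted p = 0.068). Of 9 TGF-β genes Tgfb2 and Tgfbi were higher and Smad3 lower at 60 dpi (1 higher without R1L03, R1L04, R2L09 or R2L11; 2 and 1 when adjusted over the list alone). Tgfbi did not pass without R1L03, R1L04, R2L09, R2L10 or R2L11 (adjusted p up to 0.0855), nor did Smad3 without R2L10 (adjusted p = 0.0507). Of 16 homeostatic genes Cx3cr1, Irf8, Smad3 and Lair1 were lower at 60 dpi (2 without R1L02, R1L03 or R2L11 and 1 without R2L10; 4 when adjusted over the list alone). Cx3cr1 and Lair1 did not pass without R1L02, R1L03, R2L10 or R2L11 (adjusted p up to 0.077 and 0.167). The calls are from edgeR.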
